# Disruption of the rice *4-DEOXYOROBANCHOL HYDROXYLASE* unravels specific functions of canonical strigolactones

**DOI:** 10.1073/pnas.2306263120

**Published:** 2023-10-11

**Authors:** Guan-Ting Erica Chen, Jian You Wang, Cristina Votta, Justine Braguy, Muhammad Jamil, Gwendolyn K. Kirschner, Valentina Fiorilli, Lamis Berqdar, Aparna Balakrishna, Ikram Blilou, Luisa Lanfranco, Salim Al-Babili

**Keywords:** strigolactones, cytochrome P450, plant architecture, Striga, arbuscular mycorrhizal fungi

## Abstract

Strigolactones (SLs) regulate many developmental processes, including shoot-branching/tillering, and mediate rhizospheric interactions. SLs originate from carlactone (CL) and are structurally diverse, divided into a canonical and a noncanonical subfamily. Rice contains two canonical SLs, 4-deoxyorobanchol (4DO) and orobanchol (Oro), which are common in different plant species. The cytochrome P450 OsMAX1-900 forms 4DO from CL through repeated oxygenation and ring closure, while the homologous enzyme OsMAX1-1400 hydroxylates 4DO into Oro. To better understand the biological function of 4DO and Oro, we generated CRISPR/Cas9 mutants disrupted in *OsMAX1-1400* or in both *OsMAX1-900* and *OsMAX1-1400*. The loss of OsMAX1-1400 activity led to a complete lack of Oro and an accumulation of its precursor 4DO. Moreover, *Os1400* mutants showed shorter plant height, panicle and panicle base length, but no tillering phenotype. Hormone quantification and transcriptome analysis of *Os1400* mutants revealed elevated auxin levels and changes in the expression of auxin-related, as well as of SL biosynthetic genes. Interestingly, the *Os900/1400* double mutant lacking both Oro and 4DO did not show the observed *Os1400* architectural phenotypes, indicating their being a result of 4DO accumulation. Treatment of wild-type plants with 4DO confirmed this assumption. A comparison of the *Striga* seed germinating activity and the mycorrhization of *Os900, Os900/1400*, and *Os1400* loss-of-function mutants demonstrated that the germination activity positively correlates with 4DO content while disrupting *OsMAX1-1400* has a negative impact on mycorrhizal symbiosis. Taken together, our paper deciphers the biological function of canonical SLs in rice and reveals their particular contributions to establishing architecture and rhizospheric communications.

## Significance

Strigolactones (SLs) are multifunctional, structurally diverse secondary metabolites fulfilling the function of a hormone. Whether a particular SL exerts specific functions is one of the most important questions in SL biology. Here, we generated and characterized rice mutants lacking the common SLs 4-deoxyorobanchol and/or its derivative orobanchol, which represent one of the two SL subfamilies, i.e., canonical SLs. We show that 4-deoxyorobanchol is not a determinant of shoot branching, but has a specific function as a regulator of shoot, root, and panicle growth. Accumulation of 4-deoxyorobanchol affects auxin homeostasis and negatively impacts the symbiosis with mycorrhizal fungi. Our data reveal specific hormonal functions of canonical SLs and pave the way for targeted modulation of rice architecture and rhizospheric interactions.

Strigolactones (SLs) inhibit shoot branching and tillering (1, 2) and perform several regulatory functions related to stem thickness, leaf senescence, and stress responses (3, 4). They also promote the elongation of primary and seminal roots, but repress the formation of lateral and adventitious roots under insufficient phosphate (Pi) supply (5, 6). SLs were originally identified in root exudates as germination stimulants for root-parasitic weeds, such as *Orobanche* and *Striga* spp. (7), which pose severe problems for agriculture globally (8, 9). The reason why plants release SLs into the rhizosphere, particularly under Pi deficiency, was unraveled with the finding of their function as an initiation signal for establishing beneficial arbuscular mycorrhizal fungi (AMF) symbiosis, which induces hyphal branching in the fungal partner (10, 11).

SLs are derived from carotenoids and are characterized by a conserved butenolide ring (the D-ring; *SI Appendix*, Fig. S1) that is essential for their biological activity (12). The D-ring is linked via an enol-ether bridge to a second part that has a variable structure (3). Canonical SLs contain a tricyclic lactone (the ABC-ring) as the second moiety (*SI Appendix*, Fig. S1), whereas the noncanonical SLs have diverse and less defined structures (3, 13, 14). The core pathway in SL biosynthesis starts with a reversible isomerization of all-*trans*-β-carotene into 9-*cis*-β-carotene, catalyzed by DWARF27 (D27) (15). 9-*cis*-β-carotene is the substrate for the stereospecific carotenoid cleavage dioxygenase 7 (CCD7) that cleaves it into β-ionone and 9-*cis*-β-apo-10′-carotenal. In the next step, another CCD, CCD8, catalyzes a combination of reactions, including isomerization and repeated oxygenation, forming carlactone (CL), the core intermediate in SL biosynthesis, which is converted into different SLs in land plants (13, 16–20).

More than 35 natural SLs have been identified in various plant species (12). For instance, several SLs have been found in rice, including the canonical SLs 4-deoxyorobanchol (4DO) and its hydroxylated derivative orobanchol (Oro), and the putative noncanonical SLs, CL+14, CL+30, and methyl 4-oxo-carlactonoate (4-oxo-MeCLA; previously described as a methoxy-5-deoxystrigol isomer) (21–23) (Fig. 1 and *SI Appendix*, Fig. S1). The structural diversity of SLs arises from the conversion of CL by different cytochrome P450 (CYP) and enzymes from other families, including MORE AXILLARY GROWTH1 (MAX1) from the CYP711A clade (23–25), the recently identified CYP722C, CYP712G1, CYP706C37 (26–28), and carlactonoic acid methyltransferase (12, 29).

**Fig. 1.**
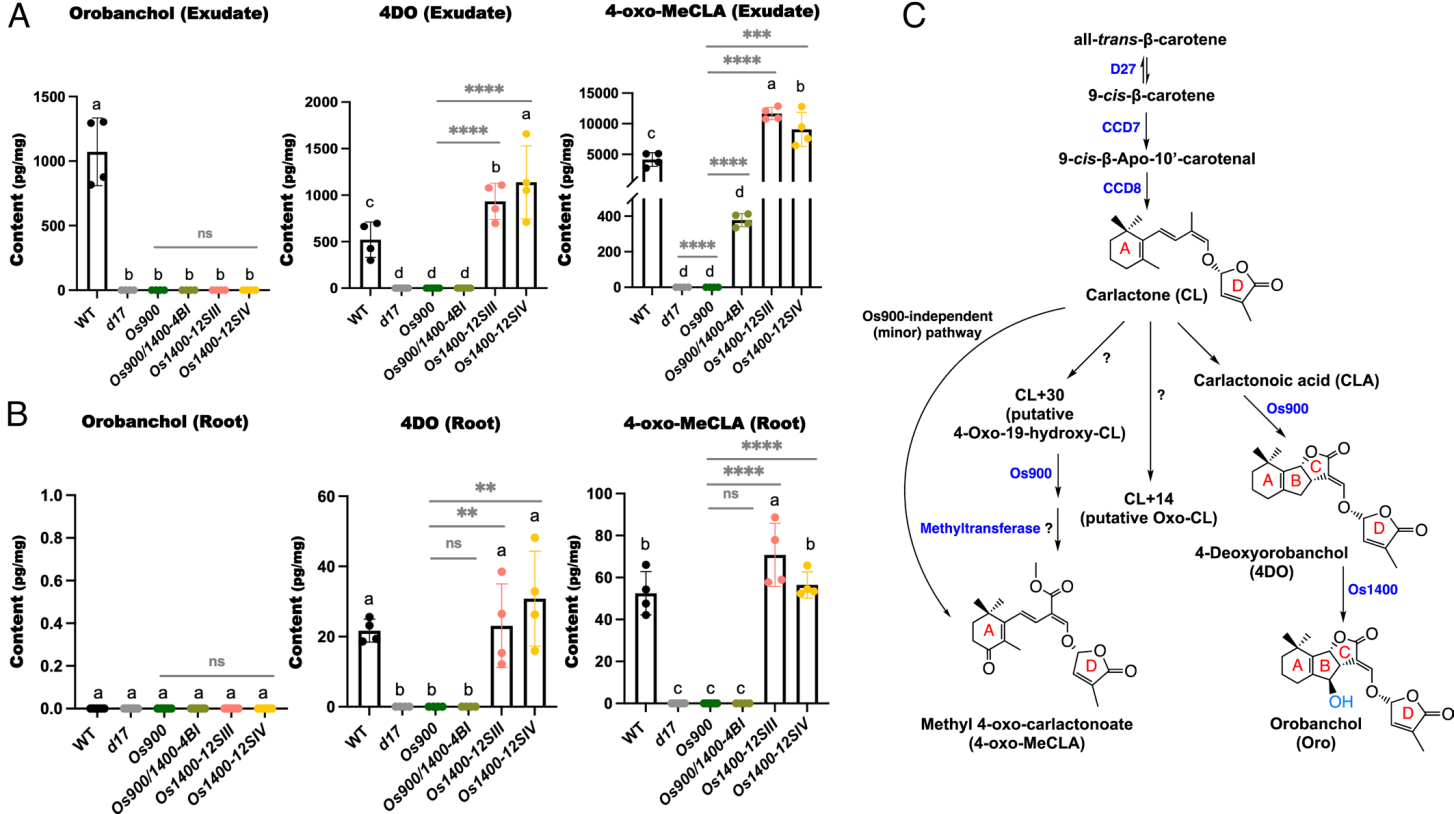
SL quantification of the CRISPR/Cas9 mediated *OsMAX1* mutants. (*A* and *B*) Analysis of SLs in root exudates and root tissues of WT*, Os900*-KO line*, Os900/1400*-KO line, *Os1400*-KO lines, and *d17* mutant grown under constant low-Pi conditions. 4-oxo-MeCLA is present in root exudates of WT and *Os900*-KO (at a quite low, less than 4% of the WT level; *SI Appendix*, Fig. S4*C*). The data are presented as means ± SD of 4 biological replicates for (*A*) and (*B*). Significant values determined by one-way ANOVA are shown with different letters (*P* < 0.05) when compared to WT, and asterisks indicate statistically significant differences as compared to control by the two tailed unpaired Student *t* test (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001). (*C*) Scheme of the rice SL biosynthesis. The pathway starts with a reversible isomerization of all-*trans*- into 9-*cis*-β-carotene, catalyzed by DWARF27 (D27). Next, 9-*cis*-β-carotene is transformed into carlactone (CL) through cleavage and rearrangement reactions mediated by the CAROTENOID CLEAVAGE DIOXYGENASE 7 and 8 (CCD7 and CCD8). OsMAX1 enzymes can oxygenate CL into carlactonoic acid (CLA), which is further converted into the canonical SLs 4-deoxyorobanchol (4DO) and then orobanchol (Oro) by sequential actions of Os900 and Os1400. In addition, CL is transformed by unknown enzymes into metabolites with a 14 Da (CL+14, putative Oxo-CL) and a 30 Da (putative 4-Oxo-19-hydroxy-CL) higher molecular mass. Os900 and a postulated methyltransferase convert CL+30 into the noncanonical SL methyl 4-oxo-carlactonoate (4-oxo-MeCLA, previously described as a methoxy-5-deoxystrigol isomer), which represents the major route for its formation. The detection of 4-oxo-MeCLA in exudates of *Os900-*KO mutant at a low level [not visible at the scale shown in (*A*), *SI Appendix*, Fig. S4*C*] indicates the presence of an additional, Os900-independent and minor route for its biosynthesis (21). Abbreviations: D27, Dwarf27; CCD, Carotenoid Cleavage Dioxygenase; MAX1, More Axillary Growth 1; CYP, Cytochrome P450; 4DO, 4-Deoxyorobanchol, 4-oxo-MeCLA, Methyl 4-oxo-carlactonoate.

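The authors' deposited expression table covers 12 root libraries from 3-wk-old seedlings of Nipponbare (WT) and of the CRISPR/Cas9 line Os1400-12SIII. It gives each gene's position without naming the genome build. In this table, Os01g0700900 (Os900) lies on chromosome 1 from 29020797 to 29025975, Os01g0701400 (the gene mutated in Os1400) from 29039948 to 29041364, and Os01g0701500 (OsMAX1c in the tables) from 29044999 to 29048032, all on the plus strand. Os02g0221900 (OsMAX1D in the tables) lies on the minus strand of chromosome 2 from 6802706 to 6805314, and Os06g0565100 (OsMAX1b in the tables) on the minus strand of chromosome 6 from 21755618 to 21758603. All of them are annotated as protein-coding. The authors' values are in FPKM (fragments scaled by gene length and by the fragments of the library). Os900 ranged from 0.222 to 1.21 FPKM in the 6 libraries from plants grown with normal phosphate (+Pi), from 21.6 to 91.7 FPKM in the 3 WT libraries from low phosphate (low-Pi), and from 3.59 to 8.27 FPKM in the 3 Os1400 low-Pi libraries. Os01g0701400 was listed at 0 FPKM in all 12 libraries. OsMAX1c reached at most 0.302 FPKM, in WT +Pi replicate 2. OsMAX1b was between 1.27 and 3.03 FPKM in the 9 libraries outside the low-Pi WT group and at 0.0421, 0, and 2.30 FPKM in the 3 low-Pi WT libraries. OsMAX1D was likewise between 0.815 and 2.80 FPKM in those 9 libraries and at 8.04, 0, and 1.16 FPKM in the low-Pi WT libraries. The paper's text does not name the counting tool, so reads shared between these homologs, of which 3 are neighbors, could have been split, and their values are uncertain to that extent.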

The rice genome contains five homologs of Arabidopsis *MAX1*, namely Os01g0700900 (*OsMAX1-900*), *Os01g0701400* (*OsMAX1-1400*), *Os02g0221900* (*OsMAX1-1900*), *Os06g0565100* (*OsMAX1-5100*), and *Os01g0701500* (*OsMAX1-1500*, which encodes a truncated, nonfunctional enzyme in Nipponbare) (30–32). In vitro studies performed with yeast microsomes and transient expression in *Nicotiana benthamiana* have demonstrated that OsMAX1-900 mediates the conversion of CL into 4DO by repeated oxygenation and ring closure (21), whereas OsMAX1-1400 catalyzes the hydroxylation of 4DO into Oro (33). However, the enzymatic products of OsMAX1-1900 and OsMAX1-5100 remain unknown. These two enzymes do not convert CL into known SLs, indicating that they might be functionally distinct from other MAX1s (32, 34).

To understand the biological function(s) of specific SLs, we generated CRISPR/Cas9 rice mutant lines with the different *OsMAX1s*. Recently, we reported that *Osmax1-900* mutants do not show the most typical SL-deficiency phenotype, that is, increased tillering coupled with pronounced dwarfism, as in the SL-free *ccd7* (*d17*) mutant, albeit in the absence of 4DO and Oro (21). However, the lack of 4DO and Oro in *Osmax1-900* root exudates led to a significant decrease in the germination of *Striga* seeds, but caused a delay in AMF colonization. These findings suggest that the two canonical SLs, 4DO and Oro, are not the major tillering regulators in rice, which brings up the question whether they act as hormones in rice. In the present study, we aimed to address this question and identify the possible specific functions of 4DO and Oro in rice development and rhizospheric interactions. For this purpose, we generated *4-DEOXYOROBANCHOL HYDROXYLASE* (*Osmax1-1400*) single and *Osmax1-900/1400* double mutants and characterized them, using our previously described *Osmax1-900* (21) and *d17* (35) mutants as comparators.

## Results

### Disruption of *OsMAX1-1400* Leads to a Lack of Oro and Indicates Its Involvement in 4-oxo-MeCLA Conversion.

We generated two biallelic homozygous mutant lines with disrupted *OsMAX1-1400 (Os1400-12SIII* and *Os1400-12SIV,* *SI Appendix*, Fig. S2) and an *OsMAX1-900/1400 (Os900/1400-4BI*, *SI Appendix*, Fig. S3) double mutant line, using the CRISPR/Cas9 technology. Next, we determined and quantified the SLs in the roots and root exudates of these mutants under low-Pi conditions, using liquid chromatography-tandem mass spectrometry (LC-MS/MS) and compared them with those in *Osmax1-900 (Os900)* and SL-deficient *d17* mutants. As expected, the canonical SLs, 4DO and Oro, were not detected in *Os900* and *Os900/1400-4BI*, whereas *d17* did not contain both canonical and noncanonical SLs (Fig. 1 *A* and *B*, and *SI Appendix*, Fig. S4 *A* and *B*). The two *Os1400* mutants did not contain Oro, neither in the root tissue nor in exudates (Fig. 1 *A* and *B*). Interestingly, the *Os1400* mutants contained double amounts of 4DO and 4-oxo-MeCLA in root exudates compared with that in wild-type (WT) plants (Fig. 1*A*). Root exudates of the *Os900/1400-4BI* double mutant showed a lower level of 4-oxo-MeCLA, compared to that of both WT and *Os1400* mutants (Fig. 1*A*). The relative decrease in 4-oxo-MeCLA content was much more pronounced in the exudates of the *Os900* single mutant that released it in trace amounts (*SI Appendix*, Fig. S4*C*). We also quantified the noncanonical SLs, CL+30 and Oxo-CL (Fig. 1*C*) (21, 22), in the root exudates of *Os1400* mutants; however, we did not detect significant differences compared with that in WT exudates (*SI Appendix*, Fig. S4 *A* and *B*).

## Accumulation of 4DO in *Osmax1-1400* Mutants Has Different Effects On Shoot, Root, and Panicle Growth

Next, we phenotyped *Os1400*, *Os900*, *Os900/1400-4BI, d17*, and WT plants in soil and hydroponic cultures. The *Os1400*, *Os900*, and *Os900/1400-4BI* mutants grown in the greenhouse did not show the typical SL-deficiency phenotypes, namely high tillering and dwarfism, observed in *d17* (Fig. 2*A*). However, plant height, panicle length, and panicle base length (the distance from the flag leaf auricle to the panicle base on the primary branch) in the *Os1400* mutants were significantly reduced, compared with those in the WT, *Os900*, and *Os900/1400* mutants (Fig. 2*B*). No significant differences were observed in the number of productive tillers, total number of tillers, and number of panicles under greenhouse conditions (*SI Appendix*, Fig. S5). A shorter shoot phenotype was also detected in the hydroponically grown *Os1400* mutants under both normal- and low-Pi conditions (*SI Appendix*, Figs. S6 and S8). Moreover, hydroponically grown *Os1400* mutants tended to have reduced length and diameter of roots under normal conditions (*SI Appendix*, Figs. S6 and S7), whereas an opposite phenotype, that is, a tendency for increased root length, under Pi deficiency, was observed compared with that in the WT plants (*SI Appendix*, Fig. S8). Interestingly, the *Os900/1400-4BI* double mutant, which lacks both 4DO and Oro, did not show the shoot, panicle, or root phenotypes observed in *Os1400* mutants (Fig. 2 *B* and *D* and *SI Appendix*, Figs. S6–S8), indicating that they were caused by the increased accumulation of 4DO rather than by the lack of Oro.

**Fig. 2.**
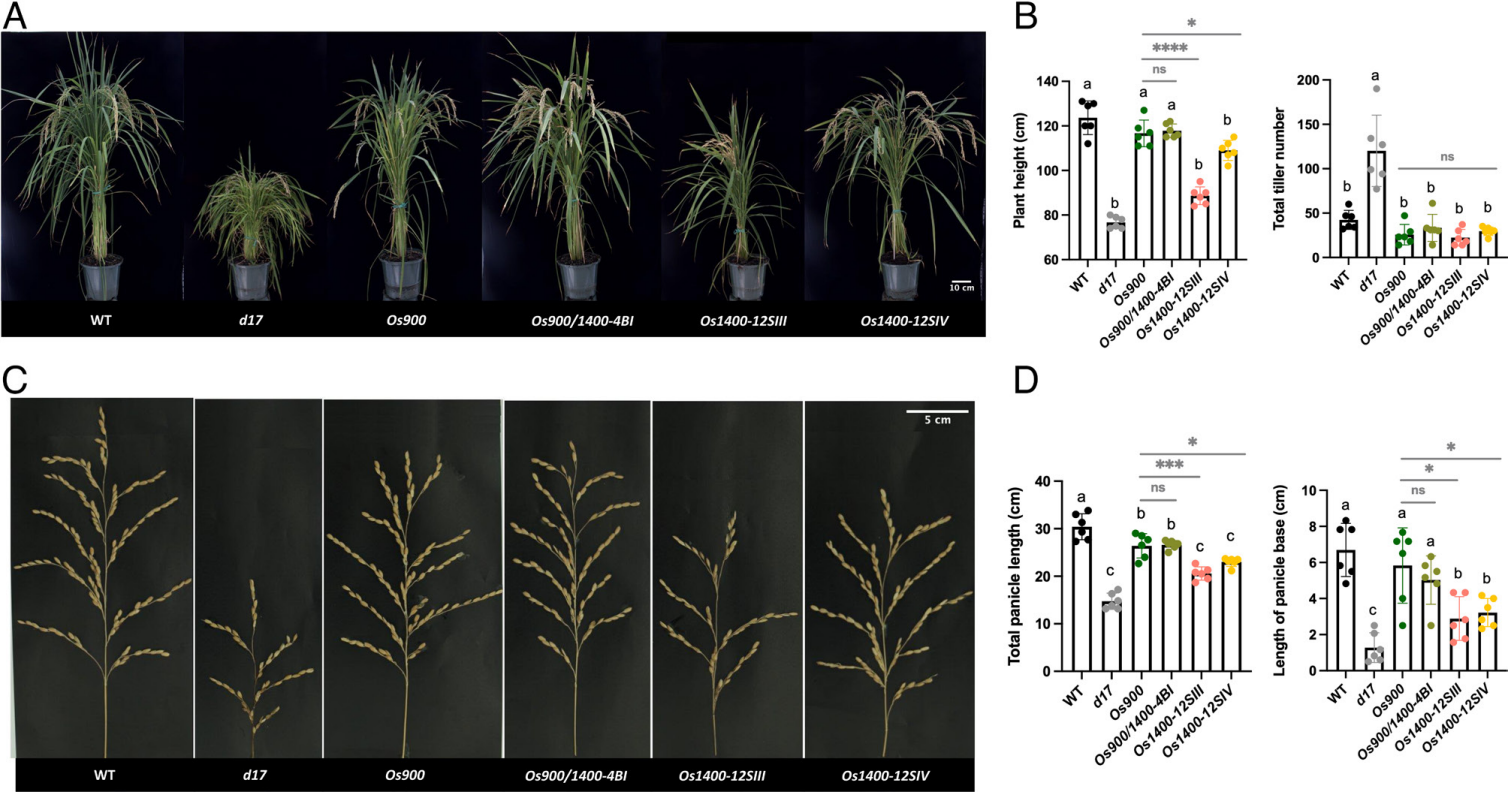
Phenotypic characterization of *OsMAX1* mutants. (*A* and *B*) Shoot phenotypes of WT, *Os900*-KO line, *Os900/1400-*KO line, *Os1400*-KO lines, and *d17* mutant grown in soil (Scale bar, 10 cm). (*C* and *D*) Panicle phenotypes of WT, *Os900*-KO line, *Os900/1400*-KO line, *Os1400*-KO lines, and *d17* mutant (Scale bar, 5 cm). The data are presented as means ± SD of six biological replicates. Significant values determined by one-way ANOVA are shown with different letter (*P* < 0.05) when compared to WT, and asterisks indicate statistically significant differences as compared to control by the two tailed unpaired Student *t* test (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001).

To test this hypothesis, we treated the WT plants and *Os1400* mutants with 300 and 900 nM of 4DO under normal growth conditions. Application of 900 nM 4DO significantly reduced the shoot length in WT plants; however, *Os1400* mutants exhibited a tendency toward a further decrease in shoot length (Fig. 3*A*). Even at 300 nM, 4DO treatment led to a slight reduction in shoot length in the *Os1400* mutants (*SI Appendix*, Fig. S9). Moreover, at both concentrations under normal conditions, 4DO enhanced the root length in the *Os1400* and WT plants grown in hydroponics (Fig. 3*A* and *SI Appendix*, Fig. S9).

**Fig. 3.**
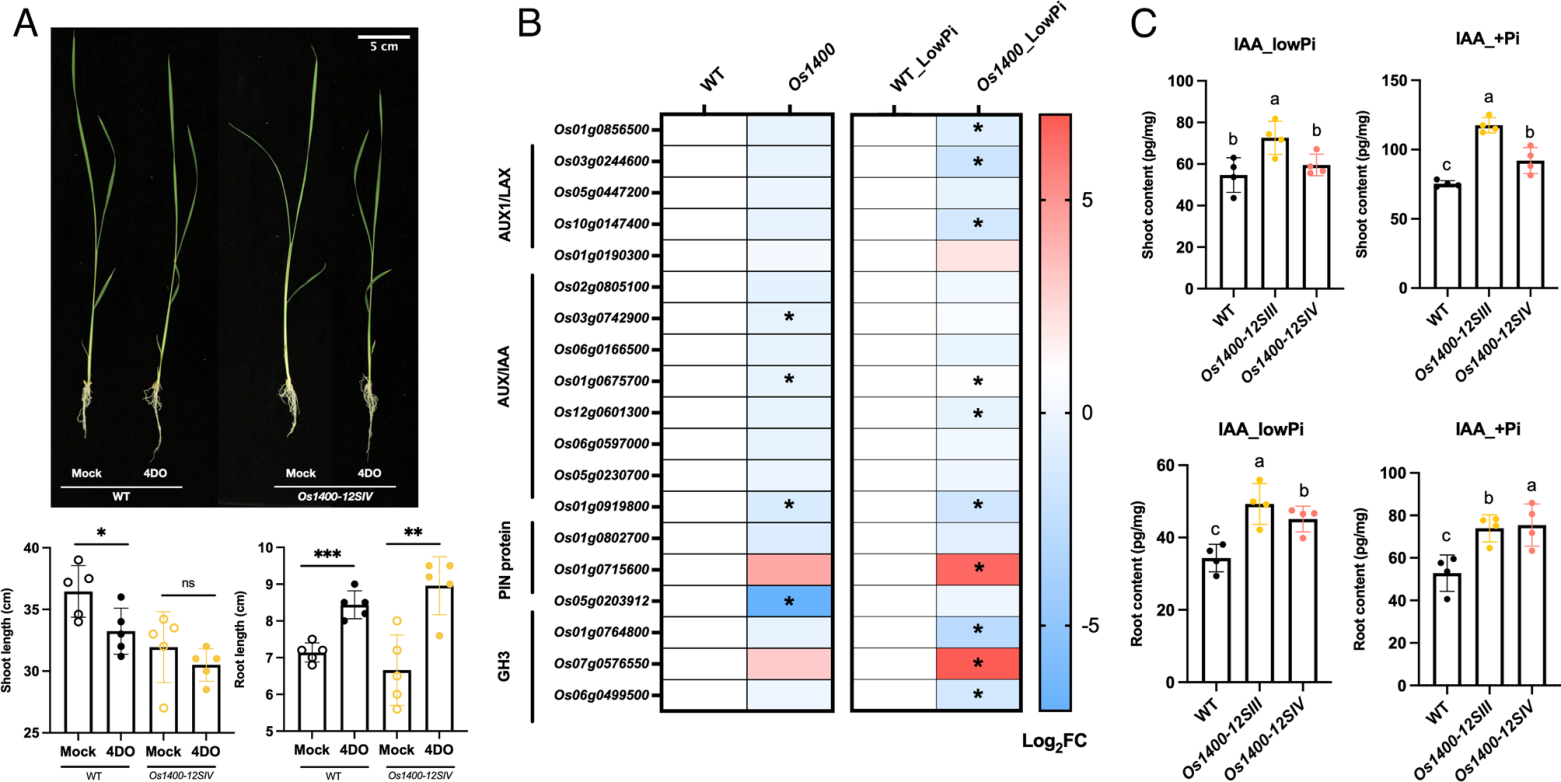
Exogenous 4DO application as well as transcriptome and hormone analysis of *Os1400*-KO lines. (*A*) Shoot and root phenotypes of WT, and *Os1400-*KO lines grown in hydroponic culture with or without (Mock) 900 nM 4DO (Scale bar, 5 cm). (*B*) Heat map analysis of DEGs involved Auxin pathways. AUXIN1/LIKE-AUX1 (AUX1/LAX) are major auxin influx carriers; AUXIN/indole-3-acetic acid (AUX/IAA) are transcriptional repressors; the PIN-FORMED (PIN) proteins are secondary transporters in the efflux of auxin; GRETCHEN HAGEN 3 (GH3) gene family encodes auxin-amido synthetases. The expression pattern was shown in log_2_FoldChange (Log_2_FC). Statistically significant differences are indicated by adjusted *P*-value (*< 0.05). (*C*) Analysis of IAA (auxin) in root and shoot of WT*, and Os1400*-KO lines grown under constant low-Pi and +Pi conditions. Abbreviation: 4DO, 4-deoxyorobanchol; WT, wild-type; ns, nonsignificant; IAA, indole-3-acetic acid. The data are presented as means ± SD of 5 (*A*), 3 (*B*), and 4 (*C*) biological replicates. Significant values determined by one-way ANOVA are shown with different letter (*P* < 0.05) when compared to WT, and asterisks indicate statistically significant differences as compared to control by the two tailed unpaired Student *t* test (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001).

To further confirm the specific regulatory effects of 4DO, we treated *Os1400* seedlings grown under normal conditions with 5 µM TIS108, which inhibits OsMAX1-900 and OsMAX1-1400 (21), assuming that this treatment would restore the *Os1400* phenotypes, phenocopying the *Os900/1400-4BI* double mutant. As expected, TIS108 treatment significantly decreased the 4DO content in the root exudates of *Os1400* mutants, which was accompanied by accumulation of the noncanonical SLs, CL+30 and Oxo-CL (*SI Appendix*, Fig. S10). In addition, the root length and crown root number of the mutants treated with TIS108 were restored to those of the WT plants (*SI Appendix*, Fig. S11), indicating that the conversion of 4DO by OsMAX1-1400 is important for optimal root development in rice. Moreover, the shoot length in the *Os1400* mutants after TIS108 treatment was indistinguishable from that in the WT plants. However, we observed that application of TIS108 for 2 wk unexpectedly decreased the shoot length in the WT plants (*SI Appendix*, Fig. S11), probably due to the nonspecific effects of this cytochrome P450 inhibitor.

To gain deeper insights into the effect of *OsMAX1-1400* disruption, we compared the transcriptome of the *Os1400* mutants grown under normal or low-Pi conditions and the WT plants using RNAseq (Dataset S1). 

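The disrupted gene, Os01g0701400, was listed at 0 FPKM in every WT and Os1400 library and has no row in either table of counts, so its transcript level could not serve as a check of the genotype labels. The RNAseq experiment used roots of 3-wk-old WT (cultivar Nipponbare) and Os1400-12SIII seedlings after 2 wk in hydroponic culture with 0.4 mM phosphate (+Pi) or 0.004 mM phosphate (low-Pi). Each of the 4 groups comprised 3 libraries, and a single Os1400 line was sequenced. The authors mapped paired-end reads to rice transcripts with HISAT2, counted them per gene, and compared the genotypes within each Pi supply with DESeq2. They deposited the counts without normalization for 32722 genes at +Pi, of which 3951 are unannotated transcripts, and for 31952 genes at low-Pi, of which 3763 are unannotated. No gene with fewer than 2 counts over the 6 libraries of a table is listed. A further table gives FPKM for 41620 genes. Total counts per library ranged from 34537076 to 41078078 (median 40892732) in WT +Pi, from 34879762 to 40652094 (median 39030851) in Os1400 +Pi, from 28271749 to 32613875 (median 30650536) in WT low-Pi, and from 29596562 to 32984885 (median 30462755) in Os1400 low-Pi. At these depths, 3 counts correspond to between 0.073 and 0.106 CPM (counts scaled to library size), a limit that covers counting error only.

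Between 17711 and 22077 genes had at least 1 count in the low-Pi WT libraries, against 27191 to 30375 genes in the other 9 libraries. In the low-Pi WT libraries, 217 to 238 genes had 1 to 9 counts, against 595 to 3413 genes in the other libraries. The 100 most abundant genes held 17.1% to 24.2% of the counts in the low-Pi WT libraries and 13.9% to 16.7% in the others. No pair of replicates differed by as little as the sampling noise, so all 12 libraries were counted as separate samples. Genotypes were compared within each Pi supply with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts (filterByExpr), which left 27777 genes at +Pi and 25426 genes at low-Pi. Genes with a Benjamini-Hochberg FDR of 0.05 or less were called DEGs. The test, the filter, and the presence of single libraries changed the number of DEGs, and the main alternatives are given with each result. Whether the counting used the strand of the reads is not stated in the paper's text, so counts of overlapping and antisense genes are uncertain.

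**Figure D1:**
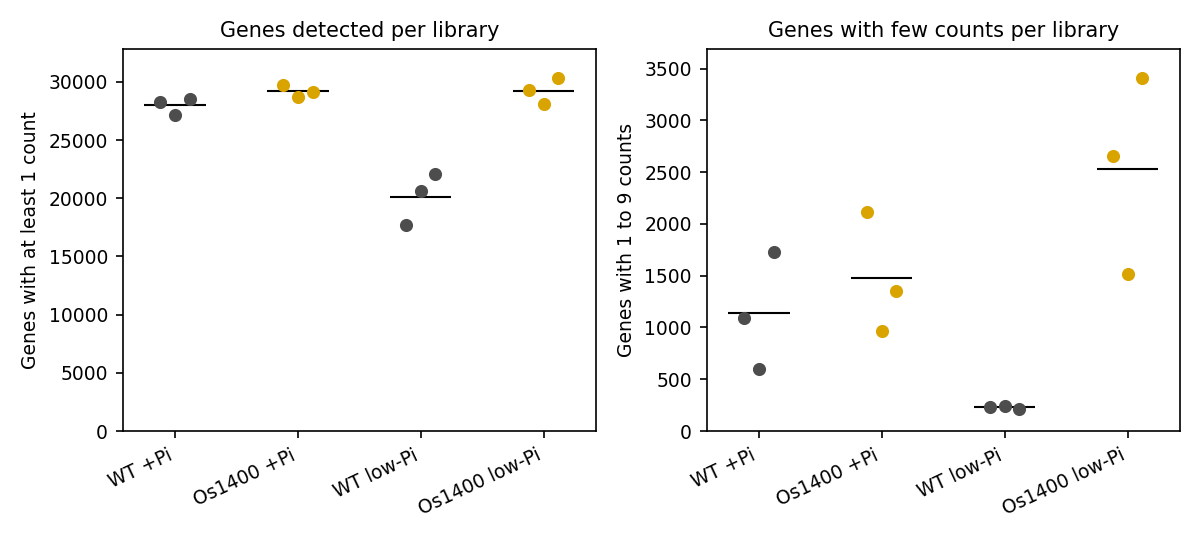
Number of genes with at least 1 count (left) and with 1 to 9 counts (right) in each of the 12 libraries, by genotype and Pi supply, with each point 1 library. The 3 low-Pi WT libraries lie between 17711 and 22077 genes with a count, lower than the other 9 libraries, and between 217 and 238 genes with 1 to 9 counts.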

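At +Pi, 150 genes were up-regulated and 116 genes were down-regulated in Os1400 compared with WT (edgeR's quasi-likelihood test, Benjamini-Hochberg FDR of 0.05 or less). At low-Pi, 3165 genes were up-regulated and 1136 genes were down-regulated, so that 73.6% of the calls were higher in Os1400. With DESeq2, the numbers were 356 and 292 genes at +Pi and 4331 and 2583 genes at low-Pi, of which 62.6% were higher. When the test was limited to the 15477 genes with at least 10 counts in every library, 1073 genes were up-regulated and 1480 were down-regulated (42.0% higher). At an unadjusted p of 0.05 or less, edgeR gave 1456 up-regulated and 1341 down-regulated genes at +Pi and 4416 and 2492 genes at low-Pi. The +Pi numbers were 79 up and 54 down without Os1400 +Pi replicate 2, and 27 and 6 in a fit of all 12 libraries. That fit estimated the spread of each gene over all 4 groups at once, so the spread of the low-Pi WT libraries entered it. The low-Pi number also depended on single libraries under edgeR. Without Os1400 low-Pi replicate 1 or without replicate 3, 0 genes passed the FDR, although 5515 and 5622 genes had an unadjusted p of 0.05 or less. DESeq2 called between 3144 and 9874 genes at low-Pi when each library was left out in turn, and how many of them were among its calls from all 6 libraries was not counted. A test of the difference between the 2 genotype effects in all 12 libraries called 3838 of 28691 genes, and in 3028 of them the effect was more positive at low-Pi. Among the 15280 genes with at least 10 counts in every library, the effect was more positive at low-Pi in 1075 called genes and more negative in 1177. Without WT low-Pi replicate 2, 6658 genes were called.

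Among the 24847 genes tested at both Pi supplies, 100 were called in both, 97 of them in the same direction. Os07g0115200 (OsSTA185 in the authors' annotation), on chromosome 7 from 834313 to 835728, had 0 counts in all 6 WT libraries, between 15578 and 16211 counts in the Os1400 +Pi libraries, and between 8767 and 9210 in the Os1400 low-Pi libraries, at least 4620-fold and at least 2164-fold higher than the limit of 3 counts. The low-Pi call of this gene was lost without Os1400 low-Pi replicate 1 or replicate 3. Os10g0381601 had 0, 0, and 1 counts in WT +Pi against 1063 to 1729 in Os1400 +Pi, at least 397-fold higher, and kept its call under every alternative. Os01g0537250 rose from 12.1 ± 0.972 CPM (counts scaled to library size; SD, n = 3 libraries) in WT to 128 ± 8.19 CPM (SD, n = 3) in Os1400 at +Pi. This is a log2 fold change of 3.40 (SE 0.12, adjusted p = 2.58e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The decreases with the smallest p at +Pi were those of Os03g0595600 (tau glutathione S-transferase 43), with 1353 to 1781 counts in WT and 4, 0, and 0 in Os1400, and Os06g0514100 (thionin 7), with 360 to 588 counts against 3 to 4 (log2 fold changes of -10.06 and -6.99). With so few counts in Os1400, the size of the first is poorly determined. It was -13.62 without Os1400 +Pi replicate 1 and -5.68 with limma on log2(FPKM + 1). Their adjusted p was 2.51e-07 and 8.27e-07 from edgeR with Benjamini-Hochberg adjustment, and reads of both could be shared with related genes of their families. Os03g0595600 lost its call in a fit of all 12 libraries (adjusted p = 0.169, the highest over its alternatives, with 5.84e-37 the lowest). Os07g0432201 fell from 36.7 ± 4.48 to 5.81 ± 1.89 CPM (SD, n = 3 each), a log2 fold change of -2.66 (SE 0.24, adjusted p = 0.000103 from the same edgeR test). In the fit of all 12 libraries, Os01g0537250 and Os07g0432201 did not pass the FDR (adjusted p of 0.553 and 0.709 from edgeR), whereas the adjusted p of both was below 0.05 under every other alternative. That fit includes the spread of the low-Pi WT libraries, where the first gene had 299, 1, and 90 counts and the second 665, 301, and 2872. At low-Pi, Os07g0511400 had 0 counts in each WT library and 21857 to 27685 in Os1400, at least 5769-fold higher, while the WT +Pi libraries had 0, 13107, and 93 counts. The DnaJ-domain gene Os03g0648400 rose from 16.7 ± 1.58 to 149 ± 24.0 CPM (SD, n = 3 each), with a log2 fold change of 3.16 (SE 0.20, adjusted p = 0.0121 from edgeR). At +Pi its log2 fold change was 0.01 (SE 0.12, adjusted p = 0.992). The decreases with the smallest p at low-Pi included that of the aminotransferase gene Os05g0475400, with a log2 fold change of -2.71 (SE 0.20, adjusted p = 0.0169 from edgeR). Next to it stood the histone H3 genes Os03g0390600 and Os04g0450800, with log2 fold changes of -2.48 and -2.26, whose reads could be shared with near-identical H3 copies. Both H3 genes were also called lower at +Pi, with log2 fold changes of -0.588 and -0.605 (adjusted p of 0.00972 and 0.0118 from edgeR). Os07g0511400 and these 4 low-Pi genes had an adjusted p between 0.0544 and 0.0563 in the fits without Os1400 low-Pi replicate 1 or replicate 3.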

Among the differentially expressed genes (DEGs), we detected 1712 up-regulated and 1465 down-regulated genes under normal conditions, and 5890 up-regulated and 3569 down-regulated genes under low-Pi conditions (*SI Appendix*, Fig. S12). Under normal conditions, DEGs did not include any tillering- or SL biosynthesis-related genes (*SI Appendix*, Table S1), whereas under low-Pi conditions, a general downregulation of transcripts related to SL biosynthesis and signaling was noted (*SI Appendix*, Fig. S13 and Table S2). 

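The SL biosynthesis and signaling genes of Fig. S13 were found in the authors' tables by the identifiers in the paper or by their traditional names. The 15 genes are D27 (Os11g0587000), D17 (Os04g0550600), D10 (Os01g0746400), Os900, Os01g0701400, OsMAX1D, OsMAX1b, D3 (Os06g0154200), D14 (Os03g0203200), D53 (Os11g0104300), FC1 (Os03g0706500), REP1 (Os09g0410500), OsIPA1 (Os08g0509600), NSP1 (Os03g0408600), and NSP2 (Os03g0263300). Os01g0701400 and REP1 have no row in the count tables. At +Pi, 11 of the genes had enough counts for testing, and 0 were called, both over all genes tested and when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p of 0.05 or less there was 1 gene, D3, higher in Os1400 with a log2 fold change of 0.31 (SE 0.14, adjusted p = 0.467). The log2 fold changes of the 11 genes lay between -0.84 and 0.65, with 6 above 0 and 5 below. Without WT +Pi replicate 1, 1 gene passed when adjusted over the list alone. D27 had 60, 64, and 125 counts in the WT +Pi libraries and Os900 had 52, 99, and 15. With this spread between libraries, small changes of D27 and Os900 could have been missed.

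At low-Pi, 12 genes of the list were tested and 1 was called, both over all genes and when adjusted over the list alone. Os900, on chromosome 1 from 29020797 to 29025975, fell from 85.5 ± 67.6 CPM in WT to 10.3 ± 4.63 CPM in Os1400 (SD, n = 3 each). Its counts were 1667, 1131, and 3991 in WT against 511, 254, and 269 in Os1400, a log2 fold change of -3.05 (SE 0.65, adjusted p = 0.0223 from edgeR, and 0.0341 adjusted over the list alone). With each library left out, it stayed between -3.48 (without Os1400 low-Pi replicate 1) and -2.17 (without WT low-Pi replicate 3) and passed the FDR in 3 of the 6 fits. D27, on chromosome 11 from 22221628 to 22231042, had 1293, 529, and 3836 counts in WT and 396, 307, and 261 in Os1400, a log2 fold change of -2.92 (SE 0.79, adjusted p = 0.0539 from edgeR). It was called by DESeq2 (adjusted p = 0.00128), by edgeR with upper-quartile normalization (adjusted p = 0.042), and by edgeR in a fit of all 12 libraries (adjusted p = 0.00865). Its adjusted p reached 0.181 among the alternatives. Without WT low-Pi replicate 3, the log2 fold change of D27 was -1.64. Of the 12 genes, 7 had a log2 fold change below 0 and 5 above 0. The signs of OsMAX1b and NSP2 (above 0) and of OsMAX1D (below 0) are uncertain. Each was at 0 counts in 1 WT library, with SEs of 2.00, 1.74, and 1.90. Apart from Os900 and D27, the adjusted p lay between 0.19 and 0.953. D53 was higher in every Os1400 library than in any WT library. A complete separation, in either direction, comes from 10% of random groupings of 3 against 3. The log2 fold change of D53 was 0.38 (SE 0.16, adjusted p = 0.19 from edgeR, and 0.0363 to 0.419 over its alternatives, the lowest with DESeq2). OsIPA1 was likewise higher in every Os1400 library, with a log2 fold change of 0.84 (SE 0.49, adjusted p = 0.364 from edgeR). D17 and D10 had overlapping counts in the 2 genotypes. The number of called genes of the list was 3 with DESeq2 and 0 under edgeR without a filter on low counts, where 2 genes had an unadjusted p of 0.05 or less. It ranged from 0 to 3 when each library was left out, with 0 in each fit without an Os1400 low-Pi library (again 2 at an unadjusted p of 0.05 or less) and 3 in the fit without WT low-Pi replicate 3.

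**Figure D2:**
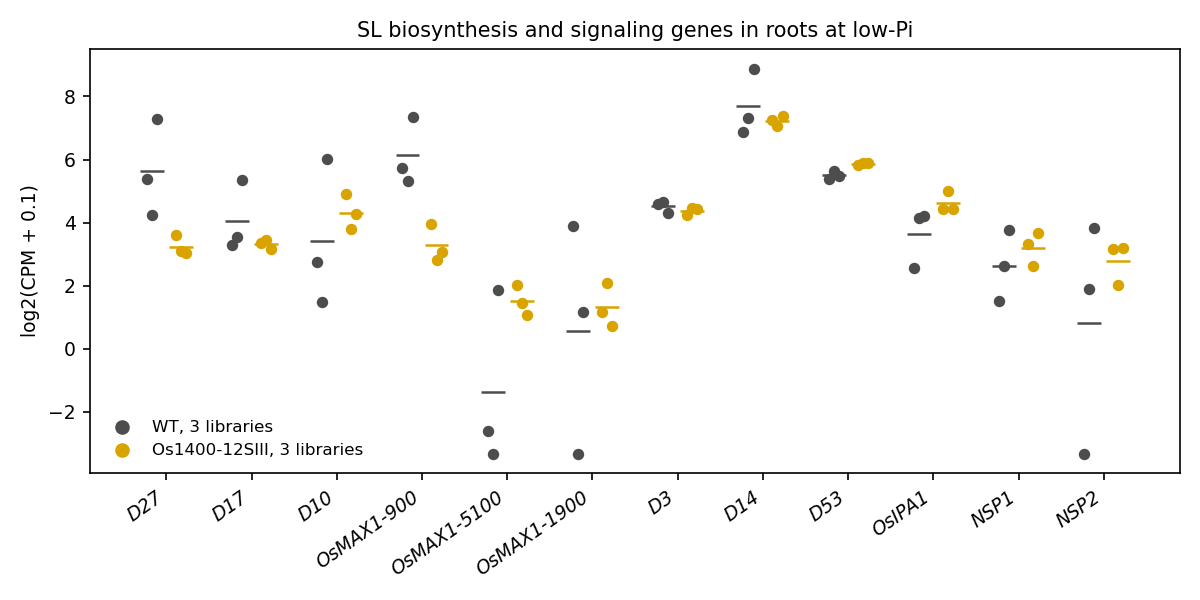
Normalized counts of SL genes in each low-Pi library, as log2(CPM + 0.1), for WT and Os1400, with each point 1 library and each line the mean of the log2 values of 3 libraries. Os900 (the MAX1 homolog plotted beside D10) and D27 are lower in all 3 Os1400 libraries than in any WT library, D53 and OsIPA1 are higher, and the other genes overlap.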

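Whether the genotype effect on SL genes differed between the Pi supplies was tested with an interaction term over all 12 libraries. For D27, the difference between the low-Pi and +Pi effects was -3.52 on the log2 scale (SE 0.93, adjusted p = 0.0279 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The effect of the Os1400 mutation on D27 was 0.65 on the log2 scale at +Pi (SE 0.46), within the spread of the libraries. With each library left out, the difference for D27 stayed between -4.08 and -2.27, the smallest in the fit without WT low-Pi replicate 3, and its adjusted p lay between 0.00363 and 0.0767. For Os900, the difference was -2.45 (SE 0.92, adjusted p = 0.111), so that its effects at the 2 Pi supplies were not shown to differ.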

The decrease in the levels of these transcripts suggests that increased accumulation of 4DO in *Os1400* mutants triggers a negative feedback on the biosynthesis and perception of the SLs. It is speculated that this effect is not detectable under normal conditions because of the generally low SL content and expression of SL biosynthetic genes.

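How the SL genes responded to the Pi supply in WT was examined by comparing the low-Pi with the +Pi WT libraries, with edgeR's quasi-likelihood test over 25163 genes. Os900 rose from 1.27 ± 0.903 CPM at +Pi to 84.4 ± 66.8 CPM at low-Pi (SD, n = 3 each), a log2 fold change of 6.04 (SE 0.90, adjusted p = 0.0102 with Benjamini-Hochberg adjustment). It was 5.14 without WT low-Pi replicate 3 and 6.70 without WT +Pi replicate 2, and the call was kept in every fit that left out a library. D27 rose from 2.06 ± 1.14 to 71.4 ± 73.2 CPM (SD, n = 3 each), with a log2 fold change of 5.11 (SE 0.96, adjusted p = 0.0151 from edgeR) that was 3.81 without WT low-Pi replicate 3. NSP1 rose by 3.61 (SE 0.98, adjusted p = 0.0418), and by 2.84 without WT low-Pi replicate 3. Both D27 and NSP1 lost their calls in each fit without a WT +Pi library. D27 kept its call in 7 of its 10 alternatives, and NSP1 in 6 of 10, with an adjusted p of up to 0.267. D3 and D53 fell, with log2 fold changes of -1.38 (SE 0.23, adjusted p = 0.0129) and -0.65 (SE 0.18, adjusted p = 0.0428), and D53 lost its call with upper-quartile normalization (adjusted p = 0.0907, with a range of 0.00732 to 0.192 over its alternatives) and in 4 of the 6 fits that left out a library. D3 lost its call without WT +Pi replicate 1 (adjusted p = 0.0516, the highest over its alternatives, with 3.57e-06 the lowest). D17 and D10 were higher in all 3 low-Pi libraries but did not pass the FDR (adjusted p of 0.0751 and 0.15 from edgeR). D14 was lower in all 3 and did not pass either, with a log2 fold change of -1.61 (SE 0.54, adjusted p = 0.082 from edgeR). Of the 12 SPX-domain genes tested, a family that includes genes of Pi sensing, 5 were called, 4 of them higher at low-Pi. Os03g0406100 (SPX5) had 126 to 228 counts at +Pi and 23301 to 48465 at low-Pi, a log2 fold change of 8.38 (SE 0.53, adjusted p = 0.00241 from edgeR). Os06g0603600 rose by 5.36 and Os02g0202200 (SPX2) by 2.75 on the log2 scale, and all 3 kept their calls under every alternative. Os10g0392600 (SPX3) also rose, and Os06g0129400 (SPX-MFS3) fell, with log2 fold changes of 6.93 and -1.43 (adjusted p of 0.0448 and 0.00807 from edgeR). The call of SPX3 passed in only 2 of the 6 fits that left out a library, where its log2 fold change lay between 6.04 and 12.75, and in 5 of its 10 alternatives. The other 7 SPX-domain genes did not pass the FDR, with log2 fold changes between -0.69 and 1.56 and an adjusted p between 0.15 and 0.983 from edgeR. Of these, Os02g0809800 and Os06g0493600 were higher in all 3 low-Pi libraries, and the others overlapped. With an SE of up to 2.56, the missing calls do not show that these genes did not follow the Pi supply. In all, 2128 genes rose and 3834 genes fell at low-Pi in WT. The balance was the reverse among the 15374 genes with at least 10 counts in every library, where 2765 rose and 2215 fell. Without WT +Pi replicate 1, 657 rose and 1188 fell. The 3 low-Pi WT libraries that had fewer genes with a count enter both this comparison and the low-Pi comparison of genotypes.

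From the lower levels of SL transcripts in Os1400 at low-Pi, the paper proposes a negative feedback of accumulated 4DO on the biosynthesis and perception of SLs. It speculates that the feedback cannot be seen at +Pi because SL content and the expression of SL biosynthetic genes are generally low there.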

Interestingly, under both conditions, we observed a downregulation of many auxin-related genes, such as *GH3 auxin-amido synthetases*, in *Os1400* mutants (Fig. 3*B* and *SI Appendix*, Tables S1 and S2). 

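Of the 19 auxin-related genes of Fig. 3B, 17 were tested at +Pi and 0 passed the FDR over all genes, with 8 at an unadjusted p of 0.05 or less, all lower in Os1400 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, 7 genes passed, all lower. This number was 1 without WT +Pi replicate 3 or without Os1400 +Pi replicate 2, 2 without Os1400 +Pi replicate 1, and 0 in a fit of all 12 libraries, where 6 genes had an unadjusted p of 0.05 or less. The study chose this list from these libraries, so the smaller adjustment is not independent evidence. In all, 16 of the 17 genes had a log2 fold change below 0. DESeq2 called 4 of them over all genes, Os01g0675700, Os03g0742900, Os01g0919800, and Os05g0203912. The AUX/IAA gene Os01g0675700 (IAA5), on chromosome 1 from 27777432 to 27780995, went from 135 ± 1.98 CPM in WT to 107 ± 7.59 CPM in Os1400 at +Pi (SD, n = 3 each), a log2 fold change of -0.34 (SE 0.10, adjusted p = 0.192 from edgeR). At low-Pi it went from 41.1 ± 11.5 to 85.5 ± 15.6 CPM (SD, n = 3 each), a log2 fold change of 1.05 (SE 0.27, adjusted p = 0.0409 from edgeR), a call that was lost in 5 of the 6 fits that left out a library. The AUX/IAA gene Os03g0742900 (IAA13) was lower at +Pi, with a log2 fold change of -0.45 (SE 0.13, adjusted p = 0.169), and higher at low-Pi, with 0.61 (SE 0.18, adjusted p = 0.0783). For both genes the difference between the Pi supplies passed the FDR, with 1.43 (adjusted p = 0.00678) and 1.09 (adjusted p = 0.0104) on the log2 scale in edgeR's interaction test.

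At low-Pi, 18 genes of the list were tested and 5 were called. Os01g0675700, Os01g0715600, and Os07g0576550 were higher in Os1400, and Os01g0856500 and Os01g0919800 were lower. Adjusted over the list alone, 8 passed, 4 higher and 4 lower, and 3, 4, and 2 did without Os1400 low-Pi replicates 1, 2, and 3. The numbers called were 11 with DESeq2 and 1 under edgeR without a filter on low counts. With each library left out, between 0 and 6 genes were called, and the 0 came in the fits without Os1400 low-Pi replicate 1 or replicate 3, where 8 genes had an unadjusted p of 0.05 or less. The influx carrier gene Os01g0856500 fell by 0.81 on the log2 scale (SE 0.20, adjusted p = 0.0356 from edgeR). This call was lost in 4 of the 6 fits that left out a library. Among the GH3 genes of Fig. 3B, Os01g0764800 (GH3-2) had 1140, 271, and 2152 counts in the WT low-Pi libraries against 217, 114, and 296 in Os1400, a log2 fold change of -2.83 (SE 0.85, adjusted p = 0.0746 from edgeR, and from 0.00452 with DESeq2 to 0.219 over its alternatives). Without WT low-Pi replicate 3 it was -1.85. At +Pi its log2 fold change was -0.36 (SE 0.32, adjusted p = 0.809), within the spread of the libraries. Os05g0203912 had 34, 24, and 11 counts in WT +Pi and 0 in each Os1400 +Pi library, at least 6.92-fold lower (adjusted p = 0.249 from edgeR, and 0.0311 from DESeq2, the lowest over its alternatives), and was at 0 to 7 counts at low-Pi. Os07g0576550 was at 0 in the 3 WT low-Pi libraries and at 33, 24, and 24 counts in Os1400, 6.55-fold above a limit of 3 counts (adjusted p = 0.0184 from edgeR). That limit covers counting error only. Of the genes with a mean of 10 to 30 counts in Os1400 low-Pi, 87.4%, 81.9%, and 70.5% were at 0 in WT low-Pi replicates 1, 2, and 3. No lower bound on the change of Os07g0576550 follows. Its call was lost without Os1400 low-Pi replicate 1 or replicate 3, and held in 8 of its 11 alternatives, with an adjusted p of up to 0.529. Os07g0576550 is 1 of 7447 genes at 0 in all of these WT libraries, against 196 genes at 0 in all 3 Os1400 low-Pi libraries. Os06g0499500 (GH3-7) did not pass the FDR at either Pi supply (adjusted p of 0.998 and 0.252 from edgeR). At low-Pi it was lower in all 3 Os1400 libraries, with a log2 fold change of -1.48 (SE 0.71). It was called in 2 of its 11 alternatives, with an adjusted p from 0.0355 with DESeq2 to 0.593.

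The whole families, taken by the protein domain in the authors' annotation, were tested with camera at its preset inter-gene correlation of 0.01. The 10 tested GH3 genes had a median log2 fold change of -0.10 at +Pi (p = 0.259 from limma's camera) and of -0.58 at low-Pi (p = 0.488), and exact enumeration of the 10 divisions of the libraries gave as small a p in 5 and 10 of them. At +Pi, 6 of the 10 genes lay below 0 and 4 above. Those above include genes listed as jasmonyl-L-isoleucine synthases 1, 2, and 3 (0.16, 0.12, and 0.30). The family is thus wider than the auxin-amido synthetases that the paper names, and it was not tested without these synthases. The GH3 medians turned positive with at least 10 counts in every library at +Pi (0.05) and without a filter on low counts at low-Pi (0.11). The AUX/IAA family had a median of -0.18 at +Pi, with 21 of 26 genes below 0 (p = 0.00156 from limma's camera, 0.00933 after Benjamini-Hochberg adjustment over 6 tests of families), and 1 of the 10 divisions of the libraries, enumerated exactly, gave as small a p. Its p was 0.0147 under fry and 0.0532 under an estimated correlation. At low-Pi, 17 of 25 AUX/IAA genes were above 0 (median 0.21, p = 0.155 from limma's camera, 0.00113 under fry, and 0.323 under an estimated correlation).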

Considering the essential role of auxins in determining the activity of meristems and in regulating shoot and root growth, as well as their impact on the levels of other hormones (36–38), we hypothesized that the phenotypes observed in the *Os1400* mutants may be linked to alterations in auxin content. Therefore, we determined the levels of auxin (IAA), gibberellin (GA), abscisic acid (ABA), salicylic acid (SA), and jasmonic acid (JA) in the roots and shoot bases (root-shoot junction) of *Os1400* mutants under normal and low-Pi conditions. We did not detect any significant difference in the levels of GAs, ABA, SA, or JA (*SI Appendix*, Fig. S14) between WT and the mutants; however, IAA showed a remarkable increase in the roots and shoot bases of the mutants under both growth conditions (Fig. 3*C* and *SI Appendix*, Fig. S14). Despite this, we did not observe clear differences in root meristem length between the *Os1400* mutants and WT plants (*SI Appendix*, Fig. S15).

### *Os1400* is Important for Rhizospheric Communications.

We tested the effects of *Os900*, *Os1400*, and *Os900*/*1400* root exudates on the germination of *Striga hermonthica* seeds. The germination rate was decreased by more than 40% upon treatment with *Os900* exudates compared with that in WT exudate treatment, and the rate was further lowered with the *Os900/1400* exudate (Fig. 4*A*), indicating that 4-oxo-MeCLA, which is present at higher levels in the *Os900/1400* mutant exudates, is not a predominant germination signal for *Striga*. Although the effect of the *Os1400* exudate on the germination of *Striga* seeds was comparable to that of the WT at a 1:1 dilution, a tendency toward higher germination activity was observed when we diluted the exudates at a 1:3 ratio (Figs. 1*A* and 4*A*, and *SI Appendix*, Fig. S16 *A* and *B*). This result indicates that 4DO is a stronger germination cue for *Striga* seeds than Oro, as reported previously (39).

**Fig. 4.**
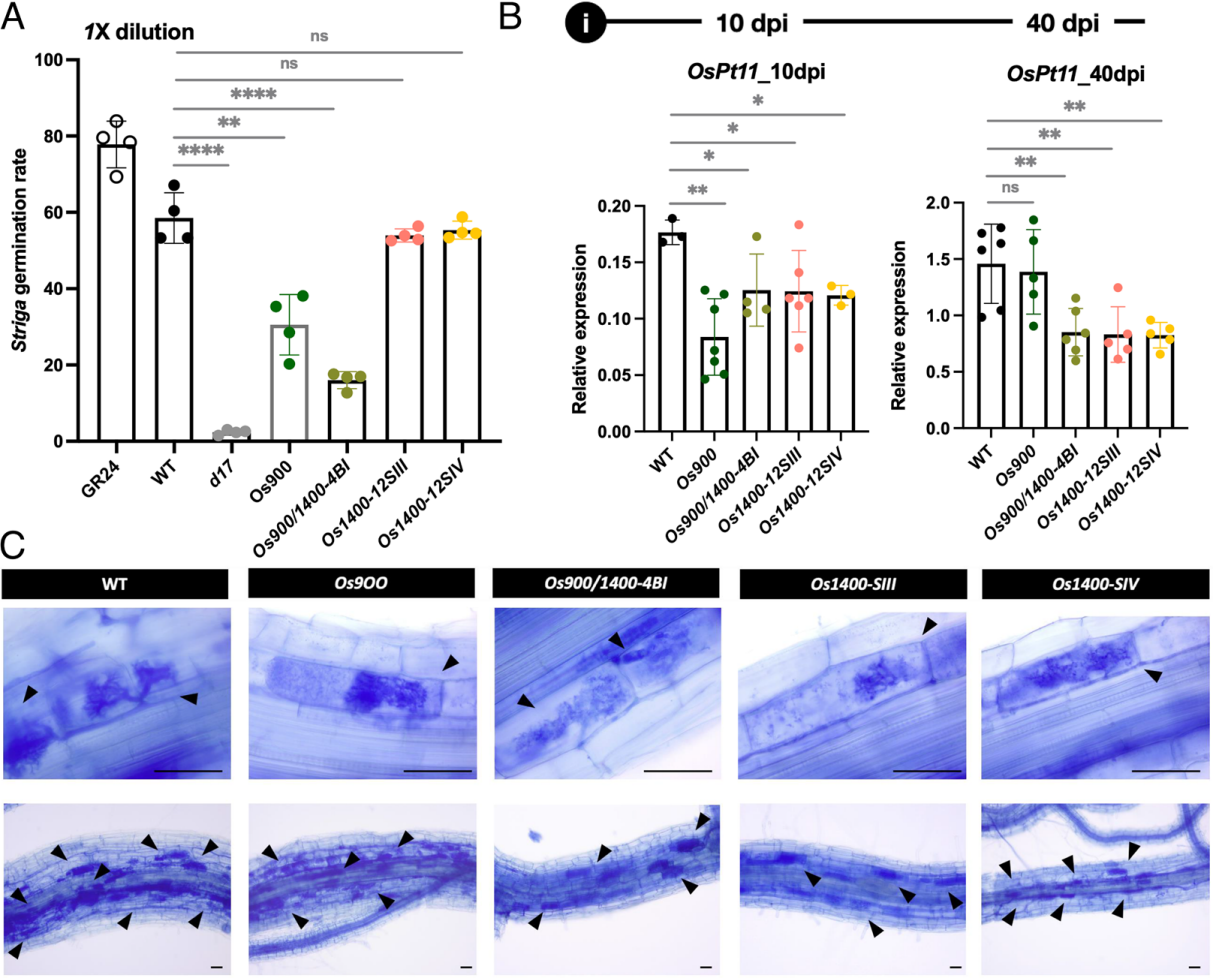
Assessment of rhizospheric interactions. Effect of *Os1400*-KO lines on (*A*) the germination of root parasitic weed *Striga* and (*B* and *C*) the arbuscule formation. The *R. irregularis* colonization was quantified by measuring the expression of an AM marker gene (*OsPT11*) (*B*). Arbuscule formation at 10 dpi and 40 dpi. Arrows indicate arbuscule containing cells (Scale bars, 50 µm). (*C*) The data are presented as means ± SD of 4 (*A*), and *n* ≥ 3 (*B*) biological replicates. Significant values determined by one-way ANOVA are shown with different letter (*P* < 0.05) when compared to WT, and asterisks indicate statistically significant differences as compared to control by the two tailed unpaired Student *t* test (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001).

A previous study indicated that Oro is the preferred SL signal for inducing hyphal branching in AMF (40). To determine the effect of the lack of 4DO or Oro on AM symbiosis, we compared the mycorrhization of *Os900*, *Os1400, Os900*/1400, and WT plants. For this purpose, we examined root colonization with an AMF, *Rhizophagus irregularis*, at 10 and 40 d post inoculation (dpi) and measured the transcript levels of *OsPT11*, a specific AM-inducible Pi-transporter gene (41). At 10 dpi, the colonization of all mutant roots was delayed compared with that of WT roots, whereas at 40 dpi, the colonization of *Os1400* and *Os900*/*1400* mutants was surprisingly much lower than that of WT and *Os900* (Fig. 4*B* and *SI Appendix*, Fig. S17), indicating that *OsMAX1-1400* is crucial for maintaining optimal AM colonization. However, the absence of *OsMAX1-1400* did not influence the intraradical fungal structures of the arbuscules. Instead, they appeared well developed and regularly branched (Fig. 4*C*), suggesting that *OsMAX1-1400* did not affect the fungal morphology.

## Discussion

Recently, we showed that the lack of canonical SLs, 4DO and Oro, in *Os900* mutants does not significantly alter the shoot architecture, such as the high-tillering phenotype, which is observed in SL-deficient mutants, indicating that canonical SLs are not the major determinants of shoot branching in rice (21). These findings are in conformity with a recent report showing that the disruption of the two rice MAX1s, which likely mediate the biosynthesis of noncanonical SLs, leads to the expected high-tillering phenotype (32, 34). In contrast, the *Os900* mutant was affected in rhizospheric interactions and showed slightly modulated root growth, which indicates that canonical SLs have other biological functions (21). In the present study, we aimed to identify the roles of 4DO and Oro. For this purpose, we used the CRISPR/Cas9 technology to produce *Os1400* and *Os900/1400* loss-of-function mutants and compared them with the SL-free *d17* mutant and the *Os900* that lacks canonical SLs. We included the *Os900/1400* double mutant to account for the possibility that OsMAX1-1400 might utilize SLs produced by SL biosynthetic enzymes other than OsMAX1-900, and to ensure that *Os1400* phenotypes are solely a result of impaired conversion of 4DO into Oro. Analysis of SLs in the roots and root exudates of the *Os1400* mutants showed accumulation of 4DO accompanied by a lack of Oro, which confirms the function of OsMAX1-1400 as the 4DO hydroxylase in rice. Moreover, a comparison of the SL patterns in different mutant lines revealed an accumulation of 4-oxo-MeCLA in the root exudates of *Os900/1400* double mutant and *Os1400* single mutants (Fig. 1*A*). We also detected 4-oxo-MeCLA in *Os900* exudates, but at a low concentration (less than 4% of the WT level; *SI Appendix*, Fig. S4*C*), confirming the presence of a previously assumed Os900-independent route for the biosynthesis of this noncanonical SL (Fig. 1*C*) (21). This pattern indicates that OsMAX1-1400 may convert 4-oxo-MeCLA, a noncanonical SL likely formed by different SL biosynthetic enzymes including OsMAX1-900 (21), and points to a metabolic flux between OsMAX1-1400 and SL biosynthetic enzyme(s) other than OsMAX1-900. Furthermore, it can be concluded that OsMAX1-900 and OsMAX1-1400 may contribute to the synthesis of noncanonical SLs and that the canonical and noncanonical pathways interfere with each other. This may be due to the capability of OsMAX1s to produce different SLs and convert different substrates. This hypothesis could be supported by studies showing the conversion of CL into CLA by all OsMAX1 enzymes, including Os900 and Os1400, in in vitro and a heterologous plant system (33). Moreover, both canonical and noncanonical pathways share CL as a common precursor, which may indicate that blocking one of the two pathways increases the precursor availability for the other. Indeed, the increased accumulation of CL upon blocking the canonical pathway directed it to a metabolic shunt that led to the CL derivatives, CL+30 and Oxo-CL, in the *Os900* mutant (*SI Appendix*, Fig. S4 *A* and *B*), which may be the precursors of noncanonical SLs.

The *Os1400* mutants showed decreased shoot and panicle growth but no significant change in the tillering pattern, conforming to the notion of a negligible role of canonical SLs in inhibiting rice tillering (21) and pointing to other regulatory functions that affect root growth. These phenotypes indicate that the accumulation of 4DO had a negative effect on different growth-related processes in the *Os1400* mutants under normal Pi supply (*SI Appendix*, Fig. S6). However, under conditions of Pi deficiency, which further increased the 4DO content in the *Os1400* mutants, we observed an increase in root growth and a further decrease in shoot growth (*SI Appendix*, Fig. S8). These results indicate that 4DO generally has a negative effect on shoot growth, but its effect on root growth depends on Pi availability and its concentration. We conclude that 4DO promotes root growth under Pi deficiency, which usually triggers its biosynthesis, but acts as an inhibitor of root growth under normal conditions characterized by relatively low 4DO levels. Supporting our conclusion, neither the *Os900/1400* double mutant nor the *Os900* single mutant showed these shoot and root phenotypes, indicating that they were caused by 4DO accumulation rather than by a lack of Oro. It is speculated that the positive effect of exogenous application of 4DO on root growth under sufficient Pi supply (Fig. 3*A* and *SI Appendix*, Fig. S9) resembles the effect of increased 4DO production that occurs under Pi deficiency. Rice responds to insufficient Pi availability by increasing root elongation (42). To further confirm the importance of the conversion of 4DO into Oro for root growth and the effect of 4DO accumulation, we applied the inhibitor, TIS108, which blocks the activity of OsMAX1-900 and OsMAX1-1400, and hence, the formation of canonical SLs, to the roots of WT and mutant lines under normal Pi supply. Treatment with this chemical restored the root growth in the *Os1400* mutants (*SI Appendix*, Fig. S11). This result and the absence of *Os1400* growth phenotypes in the *Os900/1400* double mutant provide both genetic and chemical evidence for the importance of the OsMAX1-1400-dependent conversion of 4DO for normal growth and development of rice. Interestingly, a previous study showed that the deletion of *MAX1-900* and *MAX1-1400* was accompanied by a high-tillering phenotype in the Bala variety (23), which contradicts our results. However, it is speculated that the high-tillering phenotype of this variety is likely caused by other genetic factors, as we clearly show here that knocking out *MAX1-900* or *MAX1-1400*, or both, in the same genetic background, Nipponbare, did not increase the number of tillers (21, 22).

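Of the PIN genes of Fig. 3B, PIN5A (Os01g0919800), on chromosome 1 from 40136226 to 40142760, went from 13.1 ± 2.76 CPM in WT to 5.80 ± 1.48 CPM in Os1400 roots at +Pi (SD, n = 3 each), a log2 fold change of -1.17 (SE 0.27, adjusted p = 0.0752 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p was 0.0157 with DESeq2 and 0.627 in a fit of all 12 libraries, the lowest and highest over the alternatives. At low-Pi it went from 28.2 ± 6.99 to 8.77 ± 0.958 CPM (SD, n = 3 each), a log2 fold change of -1.69 (SE 0.32, adjusted p = 0.0186 from edgeR), which stayed between -1.81 and -1.47 with each library left out. The call was lost in each of the 3 fits without an Os1400 low-Pi library. PIN9 (Os01g0802700), on chromosome 1 from 34003692 to 34006460, was lower in all 3 Os1400 +Pi libraries, with a log2 fold change of -0.94 (SE 0.27, adjusted p = 0.192 from edgeR). At low-Pi its counts overlapped, with a log2 fold change of -0.63 (SE 0.30, adjusted p = 0.25). PIN8 (Os01g0715600) was at 0 counts in the 3 WT low-Pi libraries and at 34, 11, and 16 counts in Os1400, 4.98-fold above a limit of 3 counts (adjusted p = 0.0185 from edgeR). That limit covers counting error only. PIN8 was 1 of 7447 genes at 0 in all of these WT libraries, so no lower bound on its change follows. Its call was lost without Os1400 low-Pi replicate 1 or replicate 3, in a fit of all 12 libraries, and with limma on log2(FPKM + 1), and held in 6 of its 11 alternatives. The family of PIN and PIN-like carriers, 14 genes tested at +Pi and 13 at low-Pi, showed no common direction as a whole. Of the 14 genes, 7 were above 0 and 7 below at +Pi (median -0.03, p = 0.635 from limma's camera, reached by 6 of the 10 divisions of the libraries in exact enumeration), and 0 were called, with 3 higher and 2 lower at an unadjusted p of 0.05 or less. The 3 higher were PIN-like 6b, 7a, and 7b, and the 2 lower were PIN5A and PIN9. Of the other genes, PIN1A, PIN1C, PIN1D, PIN2, and PIN-like 2 lay below 0 at +Pi. PIN5B, PIN5C, PIN-like 1, and PIN-like 6a lay above. The even split thus joins PIN genes mostly below 0 with PIN-like genes mostly above. At low-Pi, 7 of the 13 genes were above 0 and 6 below (median 0.57, p = 0.594 from camera, reached by 7 of the 10 divisions in exact enumeration), with 1 called higher and 2 called lower. There, PIN1A, PIN1C, PIN1D, PIN5C, and PIN8 were above 0 and PIN2, PIN5A, and PIN9 below. The low-Pi median changed sign to -0.64 when at least 10 counts in every library were required. The +Pi median turned positive, at 0.03 or less, without a filter on low counts, with at least 10 counts in every library, and in a fit of all 12 libraries.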

We observed a significant increase in auxin levels in the roots and shoot bases of the *Os1400* mutants, accompanied by the downregulation of several auxin-related transcripts, including genes encoding PIN-FORMED (PIN) proteins (Fig. 3 *B* and *C*). This increase may explain the observed decrease in shoot length, as the overexpression of the auxin transporter, *OsPIN2*, and exogenous IAA application have been shown to shorten shoots in rice (43, 44) and points to the role of 4DO as a positive regulator of auxin content. SLs also affect the transport and content of auxins in other plant species (45). For instance, Arabidopsis mutants lacking noncanonical SLs show elevated auxin content in shoot bases owing to increased PIN accumulation and enhanced auxin transport capacity (46, 47). Moreover, auxins and SLs are thought to affect the levels and distribution of each other to regulate axillary branching (45). It is speculated that increased 4DO levels interfere with the regulatory network connecting auxins with noncanonical SLs, mimicking a deficiency in these SLs, and thereby, having a positive effect on the content and transport of auxins. Further investigation is required to understand the interactions between different SL types and auxins in rice.

Depending on their structure, SLs differ in their efficiency to trigger seed germination in root-parasitic plants and in inducing hyphal branching in AMF (40). The different SL compositions of *Os900*, *Os900*/*1400*, and *Os1400* root exudates shown here (Fig. 1 *A* and *B*, and *SI Appendix*, Fig. S4) make them useful tools for characterizing the rhizospheric activity of specific SLs. Our results show that 4DO has a stronger ability than Oro to induce germination of *Striga* seeds. Recently, we showed that the lack of both Oro and 4DO in *Os900* only caused a delay in mycorrhization. One would expect that the *Os900/1400* double mutant showed the same delay in mycorrhization; however, we observed a steadily lower mycorrhization rate in the double mutant as well as in *Os1400* single mutants, indicating an important role of OsMAX1-1400 in mycorrhization, which might be independent of its function in Oro formation.

Taken together, we confirm that canonical SLs do not exert the best-known hormonal function of SLs, i.e., inhibition of tillering, but play a role in other developmental processes and are important for proper rhizospheric communication. In particular, our data demonstrate that 4DO has a pleiotropic effect on the growth of the root, shoot, and panicle and that its accumulation modulates auxin homeostasis. Moreover, we can conclude that the rice canonical SLs, 4DO and Oro, are important for the interaction with AMF and root-parasitic plants. Blocking the biosynthesis of both 4DO and Oro does not significantly affect rice architecture but can significantly alleviate infestation by root-parasitic plants, such as *Striga*, offering a strategy for managing weeds that threaten global food security.

## Materials and Methods

### Plant Material and Growth Conditions.

*Oryza sativa* Nipponbare *d17* (35), *max1-900* (21), *max1-1400*, *max1-900/1400*, and WT rice plants were grown under controlled conditions (a 12 h photoperiod, 200-µmol photons m^−2^ s^−1^ and day/night temperature of 27/25 °C). All rice seeds were first surface-sterilized in a 50% commercial bleach (sodium hypochlorite) solution (Milli-Q water + commercial bleach; 1:1 v/v) with 0.01 % Tween-20 for 15 min, then rinsed with sterile water, before being germinated in the dark overnight. The pregerminated seeds were placed on Petri dishes containing half-strength liquid Murashige and Skoog (MS) medium and incubated in a growth chamber for 7 d. Thereafter, the seedlings were transferred into 50 mL black falcon tubes filled with half-strength modified Hoagland nutrient solution with adjusted pH to 5.8. The nutrient solution consisted of 5.6 mM NH_4_NO_3_, 0.8 mM MgSO_4_·7H_2_O, 0.8 mM K_2_SO_4_, 0.18 mM FeSO_4_·7H_2_O, 0.18 mM Na_2_EDTA·2H_2_O, 1.6 mM CaCl_2_·2H_2_O, 0.8 mM KNO_3_, 0.023 mM H_3_BO_3_, 0.0045 mM MnCl_2_·4H_2_O, 0.0003 mM CuSO_4_·5H_2_O, 0.0015 mM ZnCl_2_, 0.0001 mM Na_2_MoO_4_·2H_2_O, and 0.4 mM K_2_HPO_4_·2H_2_O.

### Generation of *Os1400* and *Os900/1400* Plants.

Two guide RNAs [gRNAs; single gRNA3 (sgRNA3), 5′ -tgcgaacaggttgaaattgg-3′ and sgRNA4, 5′ -ctcgagtttcagtactcgat-3′] were designed to target the rice (*O. sativa* L. ssp. japonica cv. Nipponbare) *OsMAX1-1400* (Os01g0701400 /AP014957) gene. By using Golden Gate cloning, the tRNA-gRNA-Cas9 cassette was assembled into the pRGEB32 binary vector that has hygromycin resistance gene for selection. With mature seeds, Nipponbare calli were induced and transformed with *Agrobacterium tumefaciens* EHA105 culture containing the plasmid of interest. Later, shoots and roots were regenerated in a Percival growth chamber (CLF Plant Climatics GmbH, model CU 36L5), and then transferred to soil and grown in a greenhouse at 28 °C day/22 °C night.

Genomic DNA was extracted from young leaves, and plant transgenicity and mutagenicity were demonstrated. Using polymerase chain reaction (PCR) amplification, the transgenic plants were recognized when the pRGEB32-specific primers, pRGEB32-F (5′-ccacgtgatgtgaagaagtaagataaactg-3′) and pRGEB32-R (5′- gataggtttaagggtgatccaaattgagac-3′), bind to the surrounding region of the insertion sites in the pRGEB32 vector. For identifying CRISPR-mediated mutations, the DNA region that includes the sgRNA target sites was amplified using genome specific primers *Os1400*-sg3-sg4-F (5′-tcagcgcgctcacttacga-3′), *Os1400*-sg4-F1 (5′-atcccaagaacttcccggag-3′), *Os900*-sg3-sg4-F (5′-gccatactggaaagtgcgg-3′), *Os900-*sg3-sg4-R (5′-tagcttcaggtaaaattgcgcg-3′), *Os1400*-sg1-sg2-F3 (5′-atgcaggggttcgaggtg-3′), and *Os1400*-sg1-sg2-R3 (5′-gttggccgatgatgatggac-3′) (*SI Appendix*, Table S3).

### Hydroponic Culture of Rice Seedlings.

The hydroponic culture system is built with 50-mL black falcon tubes with punctured caps inserted with a 1.5-mL bottomless Eppendorf tube in the center. Nutrition solution, containing normal (+Pi) or low 0.004 mM K_2_HPO_3_·3H_2_O (low-Pi), was applied to the transferred 1-wk-old seedlings for the following 2 wk. The solutions were changed every 3 d, and adjusted to pH 5.8 every time before applying. All plants were kept in the solution for 3 wk, except the plants for 4DO application and EdU staining were 10-d seedlings.

### Phenotyping in Pots Under Greenhouse Conditions.

To study the phenotype of *Os1400* and *Os900/1400* mutants, seedlings were transferred into pots packed with soil. The soil was soaked with half-strength modified Hoagland nutrient solution in advance. The nutrient solution consisted of 5.6 mM NH_4_NO_3_, 0.8 mM MgSO_4_.7H_2_O, 0.8 mM K_2_SO4, 0.18 mM FeSO_4_.7H_2_O, 0.18 mM Na_2_EDTA.2H_2_O, 1.6 mM CaCl_2_.2H_2_O, 0.8 mM KNO_3_, 0.023 mM H_3_BO_3_, 0.0045 mM MnCl_2_.4H_2_O, 0.0003 mM CuSO_4_.5H_2_O, 0.0015 mM ZnCl_2_, 0.0001 mM Na_2_MoO_4_.2H_2_O, and 0.4 mM K_2_HPO_4_.2H_2_O. The pH of the solution was adjusted to 5.8, and the solution was applied every third day. On day 120, phenotypic data were recorded. The plants were grown in a greenhouse from February to May 2022 in Thuwal (Saudi Arabia).

### Exogenous Applications of 4DO and TIS108.

For investigating the effect of 4DO (Olchemim, Czech Republic) on different genotypes, 1-wk-old seedlings were grown hydroponically in half-strength Hoagland nutrient solution containing 0.4 mM K_2_HPO_4_·2H_2_O (+Pi), 300 nM or 900 nM 4DO (dissolved in acetone), or the corresponding volume of the solvent (mock; acetone) for 10 or 14 d. The solution was changed three times per week, adding the chemical at each renewal.

For investigating the effect of TIS108, 2-wk-old rice seedlings were grown hydroponically in half-strength Hoagland nutrient solution containing 0.4 mM K_2_HPO_4_·2H_2_O (+Pi), 5 µM TIS108 (dissolved in acetone), or the corresponding volume of the solvent (mock; acetone) for 14 d. The solution was changed twice per week, adding the chemical at each renewal.

### SL Quantification in Root Tissues and Exudates.

Analysis of SLs in rice root exudates was performed according to the published protocol (48). Briefly, root exudates spiked with 2 ng of GR24 were brought on a C_18_-Fast Reversed-SPE column (500 mg/3 mL), preconditioned with 3 mL of methanol and followed with 3 mL of water. After washing with 3 mL of water, SLs were eluted with 5 mL of acetone. Thereafter, SLs-containing fraction was concentrated to SL aqueous solution (∼500 μL), followed by 1 mL of ethyl acetate extraction. 750 μL of SL enriched fraction was dried under vacuum. The final extract was redissolved in 100 μL of acetonitrile: water (25:75, v:v) and filtered through a 0.22-μm filter for LC-MS/MS analysis.

SL extraction from root tissues was performed following the procedure by Wang et al. (49). Around 25 mg of lyophilized and grinded rice root tissues, spiked with 2 ng of GR24, were extracted twice with 2 mL of ethyl acetate in an ultrasound bath (Branson 3510 ultrasonic bath) for 15 min, followed by centrifugation for 8 min at 3,800 rpm at 4 °C. The two supernatants were combined and dried under vacuum. The residue was dissolved in 50 μL of ethyl acetate and 2 mL of normal hexane and applied to a Silica Cartridges SPE column (500 mg/3 mL). After washing with 3 mL of hexane, SLs were eluted in 3 mL of ethyl acetate and evaporated to dryness under vacuum. The final extract was redissolved in 150 μL of acetonitrile: water (25:75, v:v) and filtered through a 0.22 μm filter for LC-MS/MS analysis.

SLs were quantified by LC–MS/MS using the UHPLC-Triple-Stage Quadrupole Mass Spectrometer (Thermo Scientific^TM^ Altis^TM^). Chromatographic separation was achieved on the Hypersil GOLD C_18_ Selectivity HPLC Columns (150 × 4.6 mm; 3 μm; Thermo Scientific^TM^) with mobile phases consisting of water (A) and acetonitrile (B), both containing 0.1% formic acid, and the following linear gradient (flow rate, 0.5 mL/min): 0–15 min, 25 %–100 % B, followed by washing with 100 % B and equilibration with 25 % B for 3 min. The injection volume was 10 μL, and the column temperature was maintained at 35 °C for each run. The MS parameters of Thermo ScientificTM Altis^TM^ were as follows: positive ion mode, ion source of H-ESI, ion spray voltage of 5,000 V, sheath gas of 40 arbitrary units, aux gas of 15 arbitrary units, sweep gas of 20 arbitrary units, ion transfer tube gas temperature of 350 °C, vaporizer temperature of 350 °C, collision energy of 17 eV, CID gas of 2 mTorr, and full width at half maximum (FWHM) 0.2 Da of Q1/Q3 mass. The characteristic Multiple Reaction Monitoring (MRM) transitions (precursor ion → product ion) were 331.15 → 216.0, 331.15 → 234.1, 331.15 → 97.02 for 4-deoxyorobanchol; 347.14 → 329.14, 347.14 → 233.12, 347.14 → 205.12, 347.14 → 97.02 for orobanchol; 361.16 → 247.12, 361.16 → 177.05, 361.16 → 208.07, 361.16 → 97.02 for putative 4-oxo-MeCLA; 333.17 → 219.2, 333.17 → 173.2, 333.17 → 201.2, 333.17 → 97.02 for putative 4-Oxo-hydroxyl-CL (CL+30); 317.17 → 164.08, 317.17 → 97.02 for putative Oxo-CL (CL+14); 299.09 → 185.06, 299.09 → 157.06, 299.09 → 97.02 for GR24.

### Quantification of Plant Hormones.

Quantification of endogenous hormones was performed following the procedure of (50). Briefly, 15 mg freeze-dried grinded root or shoot base tissues were spiked with internal standards D6-ABA (10 ng), D2-GA1 (10 ng), D2-IAA (10 ng), D4-SA (10 ng), and D2-JA (10 ng) along with 750 µL of methanol. The mixture was sonicated for 15 min in an ultrasonic bath (Branson 3510 ultrasonic bath), followed by centrifugation for 5 min at 14,000×*g* at 4 °C. The supernatant was collected, and the pellet was re-extracted with 750 µL of the same solvent. Then, the two supernatants were combined and dried under vacuum. The sample was redissolved in 100 μL of acetonitrile:water (25:75, v-v) and filtered through a 0.22-μm filter for LC-MS analysis.

Plant hormones were analyzed using LC-MS/MS using the UHPLC-Triple-Stage Quadrupole Mass Spectrometer (Thermo Scientific^TM^ Altis^TM^). Chromatographic separation was achieved on the Hypersil GOLD C_18_ Selectivity HPLC Columns (150 × 4.6 mm; 3 μm; Thermo Scientific^TM^) with mobile phases consisting of water (A) and acetonitrile (B), both containing 0.1 % formic acid, and the following linear gradient (flow rate, 0.5 mL/min): 0–10 min, 15 %–100 % B, followed by washing with 100 % B for 5 min and equilibration with 15 % B for 2 min. The injection volume was 10 μL, and the column temperature was maintained at 35 °C for each run. The MS parameters of Thermo ScientificTM Altis^TM^ were as follows: positive ion mode for IAA and negative mode for GA, ABA, SA, and JA, ion source of H-ESI, ion spray voltage of 3,000 V, sheath gas of 40 arbitrary units, aux gas of 15 arbitrary units, sweep gas of 0 arbitrary units, ion transfer tube gas temperature of 350 °C, vaporizer temperature of 350 °C, collision energy of 20 eV, CID gas of 2 mTorr, and full width at half maximum (FWHM) 0.4 Da of Q1/Q3 mass. The characteristic Multiple Reaction Monitoring (MRM) transitions (precursor ion → product ion) were 176.2 → 130 for IAA; 263.2 → 153.1, 263.3 → 204.1, 263.3 → 219.1 for ABA; 347.2 → 259.1, 347.2 → 273 for GA1; 345.1 → 143, 345.1 → 239 for GA3; 137.1 → 93.15, 137.1 → 65.1 for SA; 209.15 → 59.05, 209.15 → 93.04 for JA; 178.2 → 132 for D2-IAA; 269.2 → 159.1 for D6-ABA; 349.1 → 261.1 for D2-GA1; 141.0 → 97.0 for D4-SA; 211.0 → 61.0 for D2-JA.

### *Striga hermonthica* Seed Germination Bioassays.

*Striga* seed germination bioassay was carried out based on the protocol of refs. 48 and 51. Briefly, 10-d-old preconditioning *Striga* seeds were supplied with 50 μL of extracted root exudates of different rice genotypes. After application, *Striga* seeds were incubated at 30 °C in the dark for 24 h. Germinated (seeds with radicle) and nongerminated seeds were counted under a binocular microscope to calculate germination rate (%) by using SeedQuant software (52).

### RNA Library Preparation and Transcriptomic Analysis.

Total rice root RNA was extracted with TRIzol™ (Invitrogen, https://www.thermofisher.com/de/de/home.html) using a Direct-zol RNA Miniprep Plus Kit following the manufacturer’s instructions (ZYMO RESEARCH; USA). RNA quality was checked with an Agilent 2100 Bioanalyzer, and RNA concentration was measured using a Qubit 3.0 Fluorometer. The cDNA libraries were constructed following standard protocols and paired‐end sequenced on an Illumina NextSeq Sequencer (Illumina HiSeq 4000) by Novogene Bioinformatics Technology Co., Ltd. Total reads were mapped to the rice transcripts using HISAT2 (53). Differential gene expression was examined using DESeq2 and established by false discovery rate (FDR) ≤ 0.05 (54).

### Plant Material and Growth Conditions for *R. irregularis* Root Colonization.

Seed of wild type (cultivar Nipponbare) and independent lines of four *Osmax1*-rice mutants (*Os900, Os900/1400-4BI, Os1400-12SIII and -12SIV)* were germinated in pots containing sand and incubated for 10 d in a growth chamber under a 14-h light (23 °C)/10-h dark (21 °C). Plants were inoculated with ~1,000 sterile spores of *Rhizophagus irregularis* DAOM 197198 (Agronutrition, Labège, France). Plants were grown in sterile quartz sand in a growth chamber with the same regime described before and watered with a modified Long-Ashton (LA) solution containing 3.2 μM Na_2_HPO_4_·12H_2_O.

Mycorrhizal roots were collected at two time points: 10 d post inoculation (dpi) and 40 dpi corresponding to the early and later stages of the mycorrhization process. For the molecular analyses, roots were immediately frozen in liquid nitrogen and stored at −80 °C. At the last time point (40 dpi), mycorrhizal roots were stained with cotton blue (0.1% in lactic acid), and the mycorrhizal colonization level was determined according to Trouvelot et al. (55).

### Transcript Analysis of Mycorrhizal Plants.

Total RNA was extracted from rice roots using the Qiagen Plant RNeasy Kit according to the manufacturer’s instructions (Qiagen, Hilden; Germany). Following the producer’s instructions, samples were treated with TURBO™ DNase (ThermoFisher). The RNA samples were routinely checked for DNA contamination through PCR analysis. Single-strand cDNA was synthesized from 1 μg of total RNA using Super-Script II (Invitrogen), according to the instructions in the user manual. Quantitative RT-PCR (qRT-PCR) was performed using a Rotor-Gene Q 5plex HRM Platform (Qiagen). Each reaction was carried out in a total volume of 15 μL containing 2 μL of diluted cDNA (about 10 ng), 7.5 μL of 2 × SYBR Green Reaction Mix, and 2.75 μL of each primer (3 μM). The following PCR program was used: 95 °C for 90 s, 40 cycles of 95 °C for 15 s, and 60 °C for 30 s. A melting curve (80 steps with a heating rate of 0.5 °C per 10 s and a continuous fluorescence measurement) was recorded at the end of each run to exclude the generation of nonspecific PCR products.

All reactions were performed on at least three biological and two technical replicates. Baseline range and take-off values were automatically calculated using Rotor-Gene Q 5plex software.

The transcript level of *OsPt11* (an AM marker gene) was normalized using the *OsRubQ1* housekeeping gene (41). Only take-off values leading to a mean with a standard deviation below 0.5 were considered. Statistical elaborations were performed using PAST statistical (version 4) (56).

### Ethynyl Deoxyuridine (EdU) Staining for Cell Proliferation Analysis.

For the EdU staining, the seedlings were transferred to 50 mL falcon tubes containing 2 μM 5-ethynyl-2′-deoxyuridine (EdU) in dH_2_O, so that the roots were completely submerged in the solution, and kept there for 2 h. The EdU staining was performed as described previously, using the Click-iT EdU Alexa Fluor 647 Imaging Kit (Invitrogen, ThermoFisher Scientific, USA) (57). The roots were cleared in CLEARSEE clearing solution (58) at 4 °C in darkness for 2 wk, and cell walls were counterstained with 0.1 % Calcofluor White M2R in CLEARSEE overnight in darkness. After washing the roots in CLEARSEE, they were imaged using an inverted confocal microscope (LSM 710, Zeiss) and a 20× objective. Calcofluor White was excited with 405 nm and detected in a detection range of 410–585 nm. Alexa 647 was excited with 633 nm and detected in a detection range of 638–755 nm.

### Statistical Analysis.

Data are represented as mean and their variations as SD. The statistical significance was determined by the two tailed unpaired Student *t* test or one-way ANOVA and Tukey’s multiple comparison test, using a probability level of *P* < 0.05. All statistical elaborations were performed using GraphPad Prism 9.

## Supplementary Material

Appendix 01 (PDF) Click here for additional data file.

Dataset S01 (XLS) Click here for additional data file.

Dataset S02 (XLSX) Click here for additional data file.

## Data Availability

Anonymized RNAseq data have been deposited in NCBI’s Gene Expression Omnibus (GEO) (GSE221837) (59). All other data are included in the article and/or supporting information.

# Supplementary material for: Disruption of the rice 4-DEOXYOROBANCHOL HYDROXYLASE unravels specific functions of canonical strigolactones
**Source:** Proc Natl Acad Sci U S A. 2023 Oct 11;120(42):e2306263120. doi: 10.1073/pnas.2306263120
**Supplement:** Supplementary file 1 — Appendix 01

**Supporting Information for**

**Disruption of the rice *4-DEOXYOROBANCHOL HYDROXYLASE*  
unravels specific functions of canonical strigolactones**

Guan-Ting Erica Chen, Jian You Wang, Cristina Votta, Justine Braguy, Muhammad Jamil,  
Gwendolyn K Kirschner, Valentina Fiorilli, Lamis Berqdar, Aparna Balakrishna, Ikram Blilou, Luisa  
Lanfranco, and Salim Al-Babili

**This PDF file includes:**

Figures S1 to S17

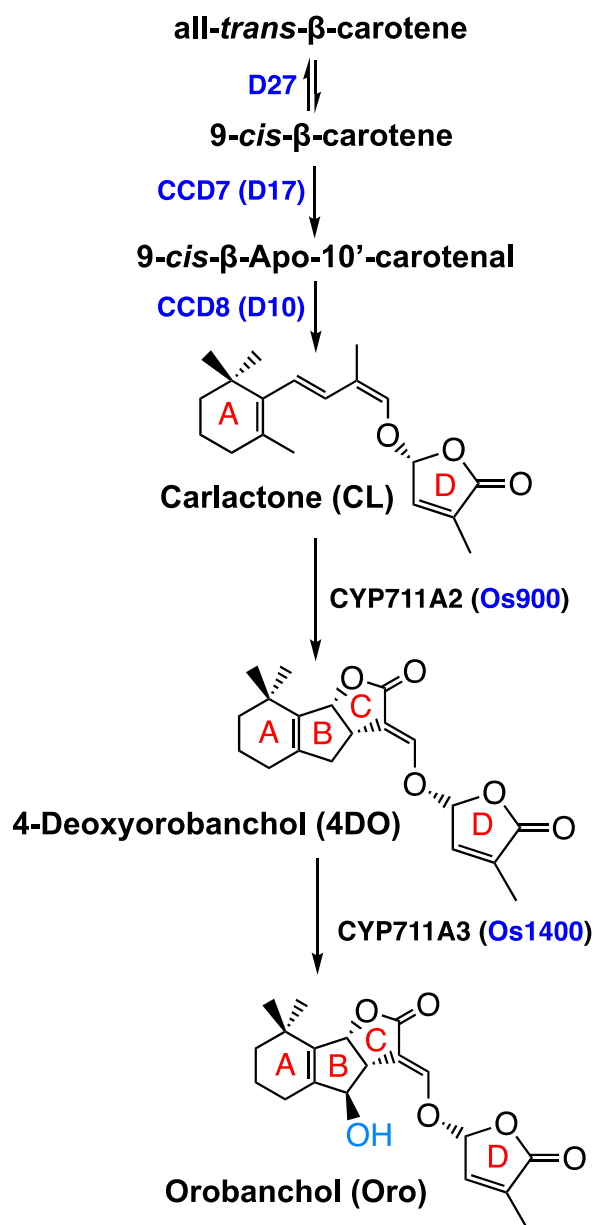

**Fig. S1. Scheme of the biosynthesis of the rice canonical SLs.** Canonical SL biosynthesis in rice starts with the reversible isomerization of all-*trans*- into 9-*cis*- $\beta$ -carotene, catalyzed by the isomerase DWARF27 (D27). This step is followed by cleavage and rearrangement reactions mediated by the CAROTENOID CLEAVAGE DIOXYGENASE 7 (CCD7; D17 in rice) and CCD8 (D10 in rice), which yield carlactone (CL). The cytochrome P450 CYP711A2 (Os900) enzyme forms 4-deoxyorobanchol (4DO) from CL through repeated oxygenation and ring closure, while the homologous enzyme CYP711A3 (Os1400) hydroxylates 4DO into Orobanchol (Oro). The detailed SL biosynthesis pathway depicted in Fig.1C.

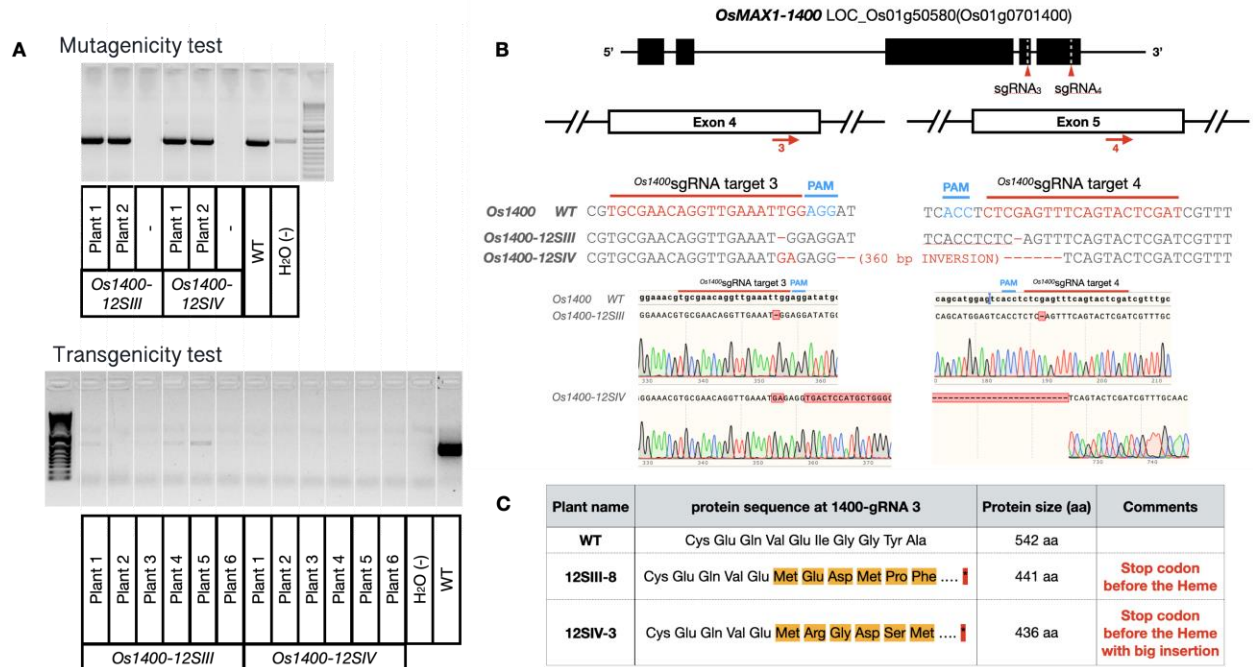

**Fig. S2. Genotyping of *Os1400*-KO lines.** (A) Genomic DNA amplification of the region surrounding sgRNA target site in wild-type (WT) and *Os1400*-KO lines - 12SIII and - 12SIV (2 plants each) (up, mutagenicity test) and pRGEB32 region containing the two *Os1400* sgRNAs sequences (6 plants each) (down, transgenic test). Water (H<sub>2</sub>O) and the pRGEB32 vector containing the two *Os1400* sgRNAs sequences were used as a negative (-) and positive (+) control, respectively. (B) Sequencing details of two representative plants of the homozygous *Os1400*-KO lines showing the different mutations present in each line, aligned to the WT sequence for both *Os1400* sgRNAs target sites. (C) Prediction of protein sequences revealed an early stop codon before the heme-iron ligand signature that is necessary for P450 protein activity. Abbreviations: WT, wild-type.

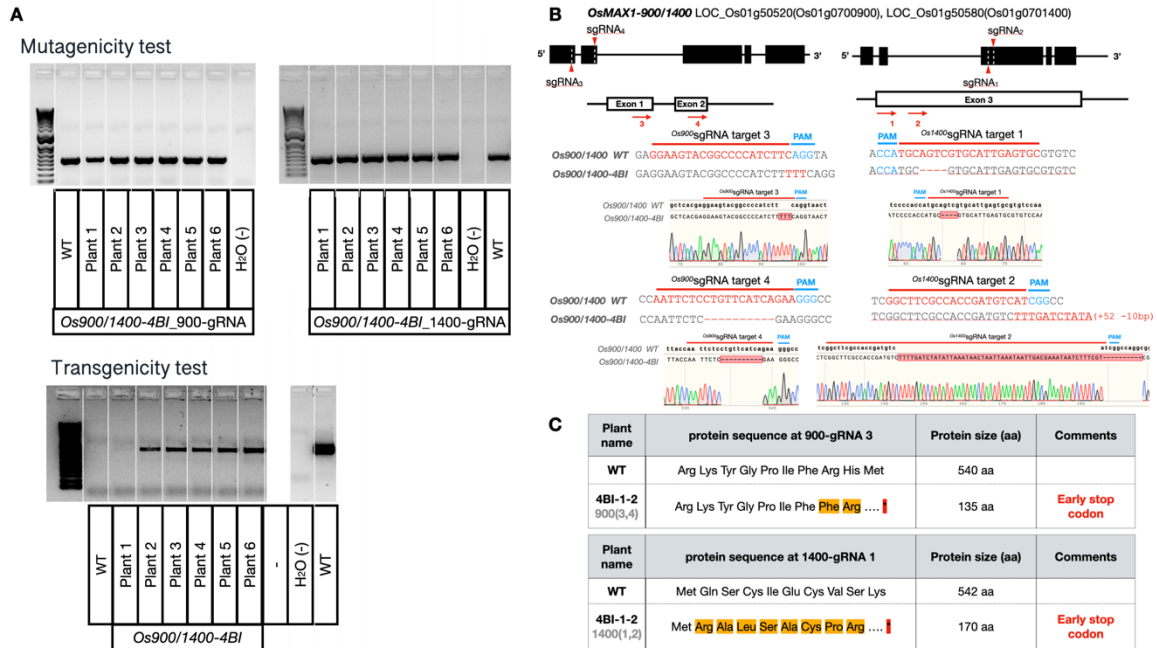

**Fig. S3. Genotyping of *Os900/1400*-KO lines.** (A) Genomic DNA amplification of the region surrounding sgRNA target site in wild-type (WT) and *Os900/1400*-KO line 4BI (6 plants) (up, mutagenicity test) and pRGE32 region containing the two *Os900* sgRNA and *Os1400* sgRNA sequences (down, transgenic test). Water (H<sub>2</sub>O) and the pRGE32 vector containing the two *Os900* sgRNA and *Os1400* sgRNA sequences were used as a negative (-) and positive (+) control, respectively. (B) Sequencing details of two representative plants of the homozygous *Os900/1400*-KO line showing the different mutations present in each line, aligned to the WT sequence for both *Os900* sgRNA and *Os1400* sgRNA target sites. (C) Prediction of protein sequences revealed a early stop codon before the heme-iron ligand signature that is necessary for P450 protein activity. Abbreviations: WT, wild-type.

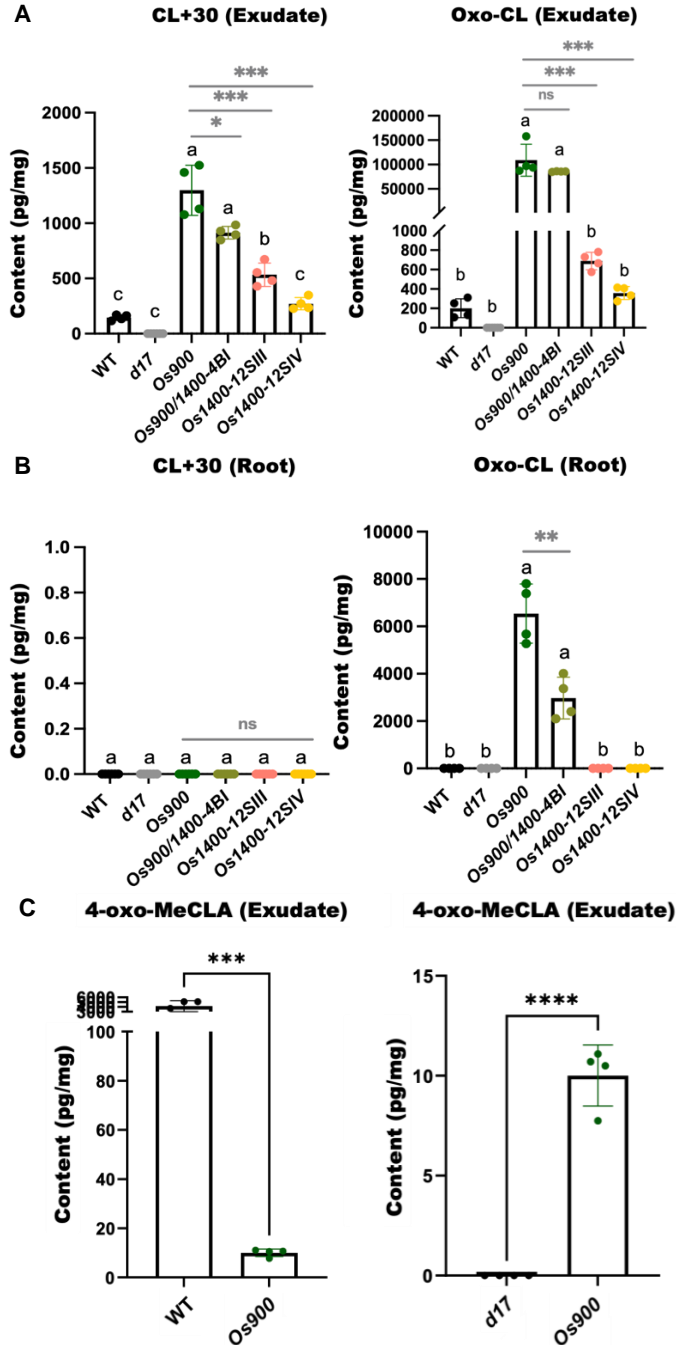

**Fig. S4. Quantification of putative non-canonical SLs in WT, *Os900*-KO, *Os900/1400*-KO, *Os1400*-KO, and *d17* mutant lines.** LC-MS quantification of SLs in the root exudates and root tissues of WT, *Os900*-KO line, *Os900/1400*-KO line, *Os1400*-KO lines, and *d17* mutant plants grown under low Pi conditions. Quantification of non-canonical SLs, CL+30 and Oxo-CL, in (A) root exudates and (B) root tissues of WT, *Os900*-KO line, *Os900/1400*-KO line, *Os1400*-KO lines, and *d17* mutant plants grown under constant low-Pi conditions. (C) Quantification of 4-oxo-MeCLA (indicated in Fig. 1A) in root exudates of WT, *Os900*-KO, and *d17* plants. 4-oxo-MeCLA was present in *Os900*-KO exudate at a low level (less than 4% of that of the WT), but not detectable in the *d17* exudates. The data are presented as means  $\pm$  SD of 4 biological replicates. Asterisks indicate statistically significant differences as compared to control by two tailed unpaired Student *t* test (\* $P$  < 0.05, \*\* $P$  < 0.01; \*\*\* $P$  < 0.001; \*\*\*\* $P$  < 0.0001). Abbreviations: CL, carlactone; 4-oxo-MeCLA, Methyl 4-oxo-carlactonoate; WT, wild-type; ns, non-significant.

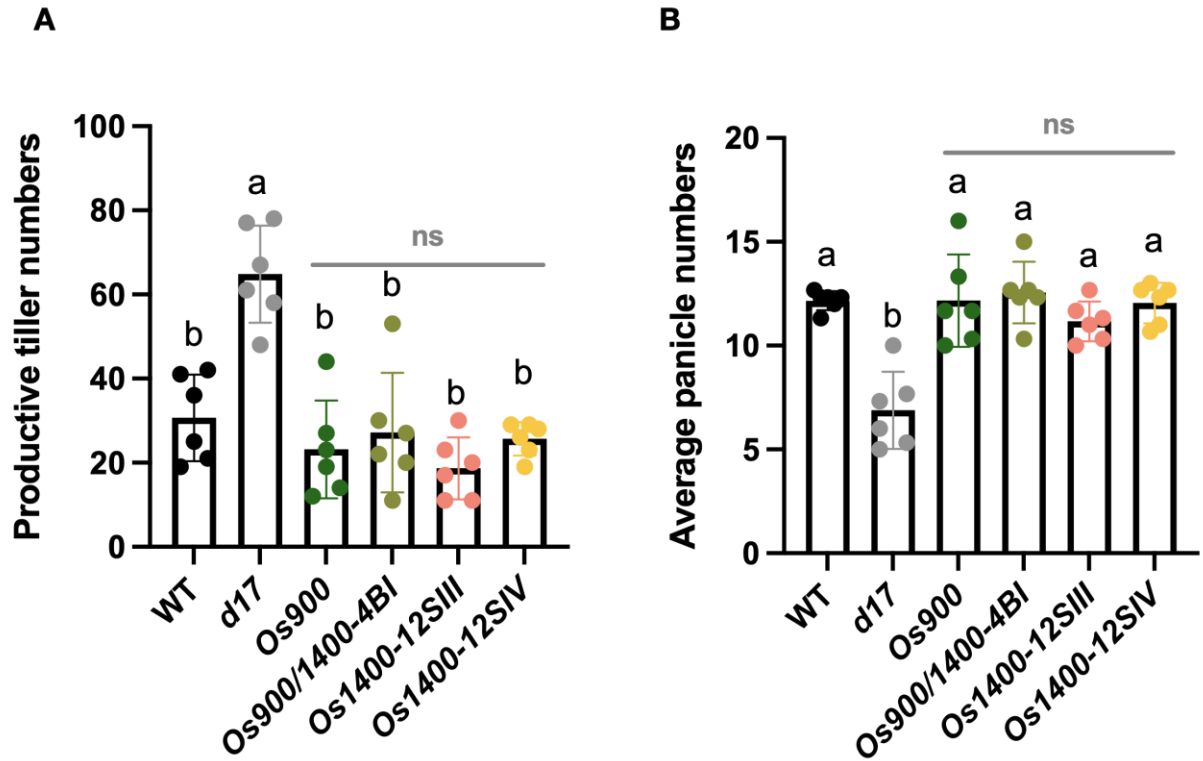

**Fig S5. Phenotypic characterization of WT, *Os900*-KO, *Os900/1400*-KO, *Os1400*-KO, and *d17* mutant plants grown in soil.** (A) Number of productive tillers, and (B) average panicle numbers. The data are presented as means  $\pm$  SD of 6 biological replicates. Significant values determined by one-way ANOVA are shown with different letter ( $P < 0.05$ ) when compared to WT, and asterisks indicate statistically significant differences as compared to control by two tailed unpaired Student *t* test (\* $P < 0.05$ , \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ; \*\*\*\* $P < 0.0001$ ). Abbreviations: WT, wild-type; ns, non-significant.

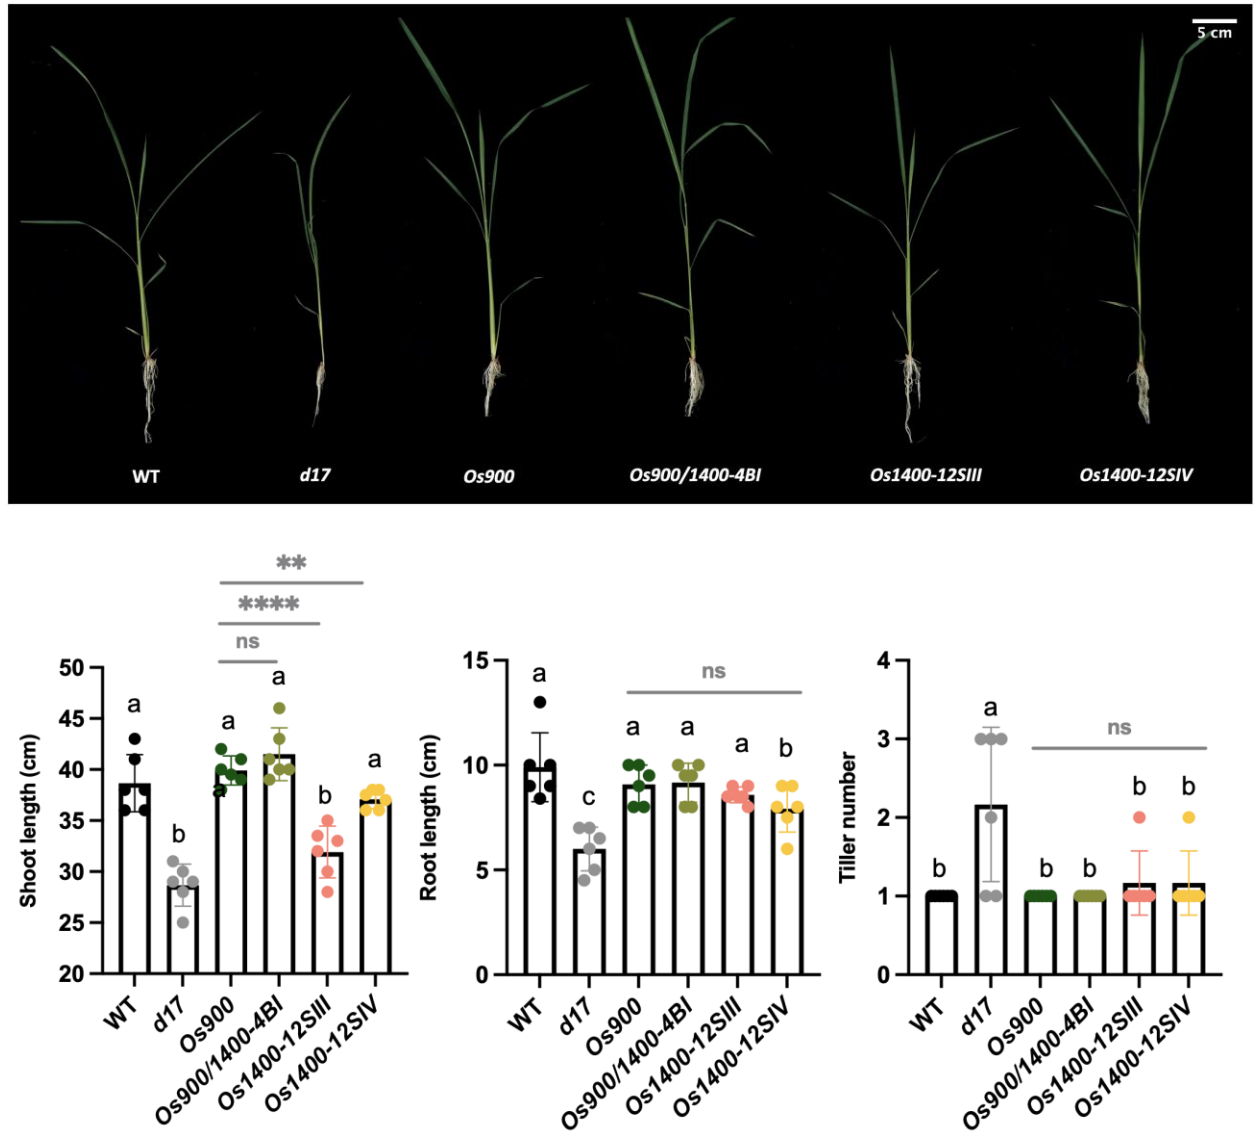

**Fig. S6. Shoot and root phenotypes of WT, *Os900*-KO, *Os900/1400*-KO, *Os1400*-KO, and *d17* mutants grown hydroponically under normal (+Pi) conditions.** The data are presented as means  $\pm$  SD of 6 biological replicates. Significant values determined by one-way ANOVA are shown with different letter ( $P < 0.05$ ) when compared to WT, and asterisks indicate statistically significant differences as compared to control by two tailed unpaired Student *t* test (\* $P < 0.05$ , \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ; \*\*\*\* $P < 0.0001$ ). Scale bar, 5 cm. Abbreviations: WT, wild-type; ns, non-significant.

**A**

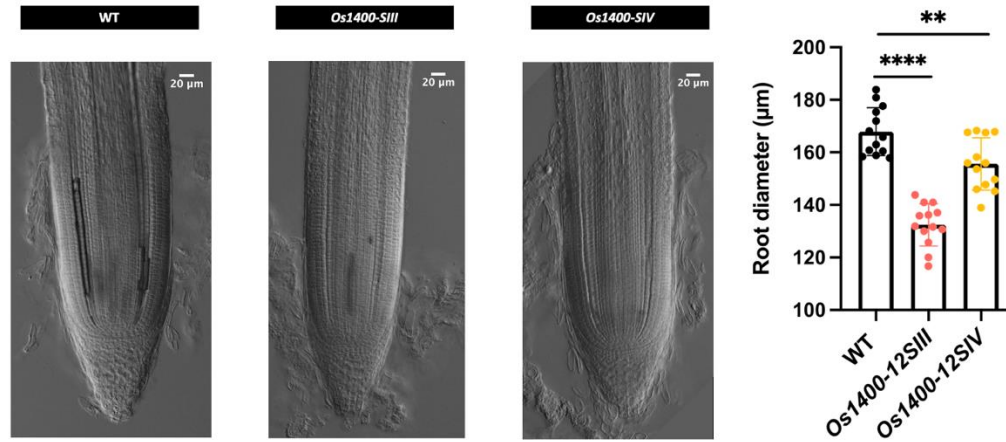

**B**

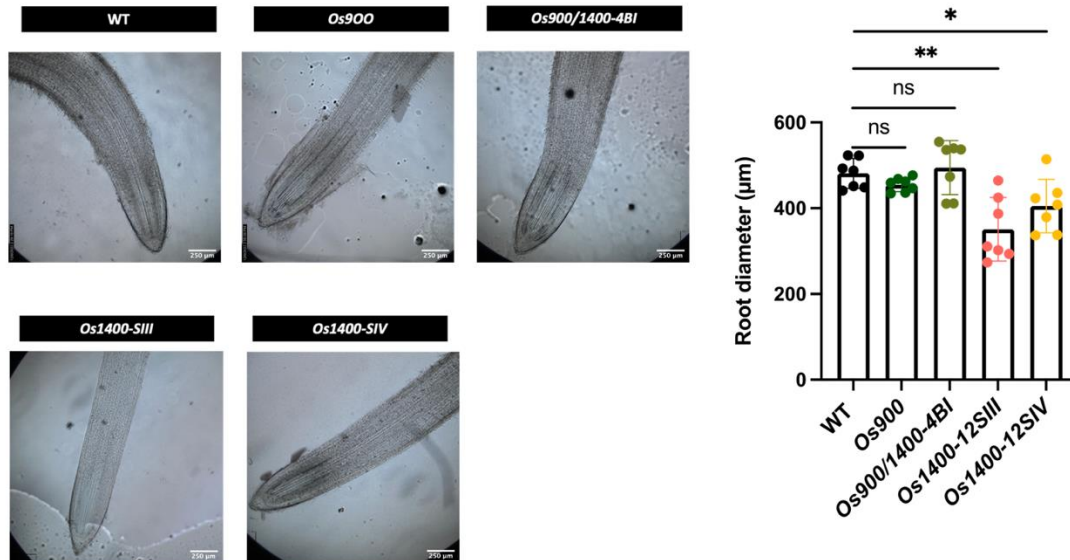

**Fig. S7. Root width (diameter) measurement. (A)** Root diameter of 2-week-old rice seedlings of Nipponbare WT, and *Os1400*-KO lines grown under normal (+Pi) hydroponic condition. **(B)** Roots picture of 3-week-old of Nipponbare WT, *Os900*-KO, *Os900/1400*-KO, and *Os1400*-KO seedlings grown under normal (+Pi) hydroponic condition. The data are presented as means  $\pm$  SD of 7 biological replicates for (A), 13 for (B). Significant values determined by one-way ANOVA are shown with different letter ( $P < 0.05$ ) when compared to WT, and asterisks indicate statistically significant differences as compared to control by two tailed unpaired Student  $t$  test (\* $P < 0.05$ , \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ; \*\*\*\* $P < 0.0001$ ). Scale bar, 250  $\mu$ m. Abbreviations: WT, wild-type; ns, non-significant.

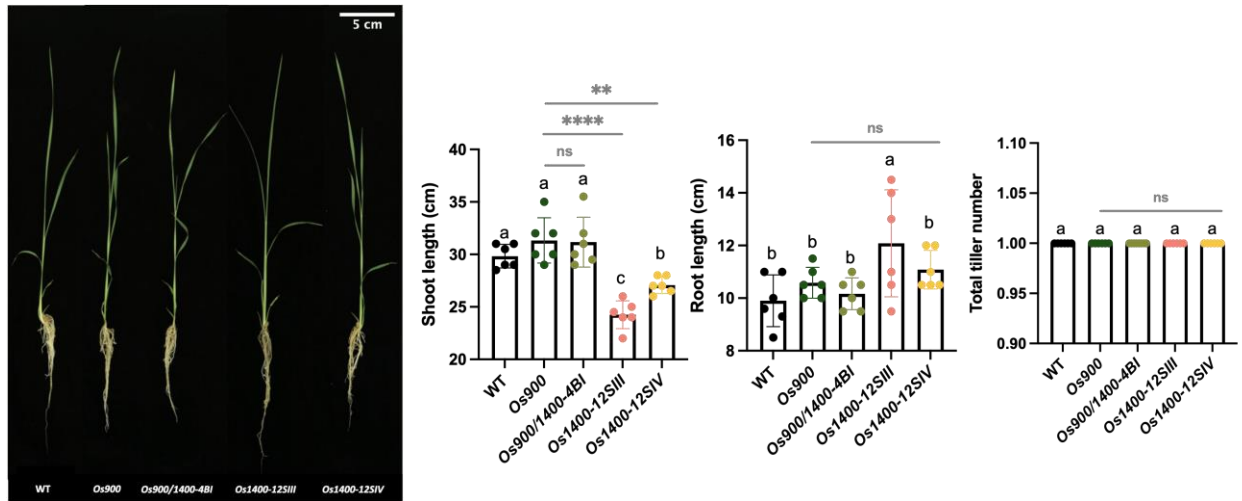

**Fig. S8. Shoot and root phenotypes of WT, *Os900*-KO, *Os900/1400*-KO, *Os1400*-KO, and *d17* mutants grown hydroponically under phosphate deficient (low-Pi) conditions.** The data are presented as means  $\pm$  SD of 6 biological replicates. Significant values determined by one-way ANOVA are shown with different letter ( $P < 0.05$ ) when compared to WT, and asterisks indicate statistically significant differences as compared to control by two tailed unpaired Student *t* test (\* $P < 0.05$ , \*\*  $P < 0.01$ ; \*\*\*  $P < 0.001$ ; \*\*\*\*  $P < 0.0001$ ). Scale bar, 5 cm. Abbreviations: WT, wild-type; ns, non-significant.

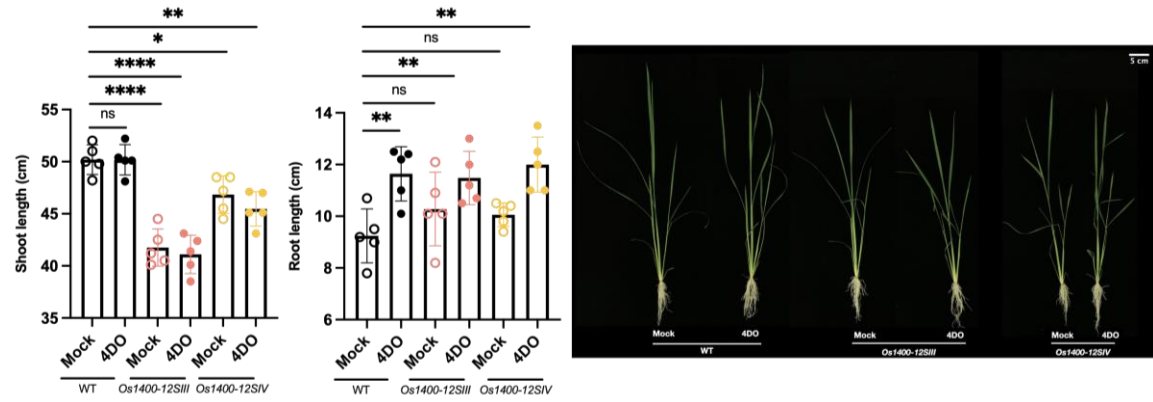

**Fig. S9. Effects of 4DO application at 300 nM concentration on rice growth under normal (+Pi) hydroponic condition.** Shoot and root phenotypes of WT and *Os1400*-KO lines grown hydroponically in the presence and absence (Mock) of 4DO (at 300 nM concentration). The data are presented as means  $\pm$  SD of 5 biological replicates. Asterisks indicate statistically significant differences as compared to control by two tailed unpaired Student *t* test (\* $P$  < 0.05, \*\*  $P$  < 0.01; \*\*\*  $P$  < 0.001; \*\*\*\*  $P$  < 0.0001). Scale bar, 5 cm. Abbreviation: 4DO, 4-deoxyorobanchol; WT, wild-type; ns, non-significant.

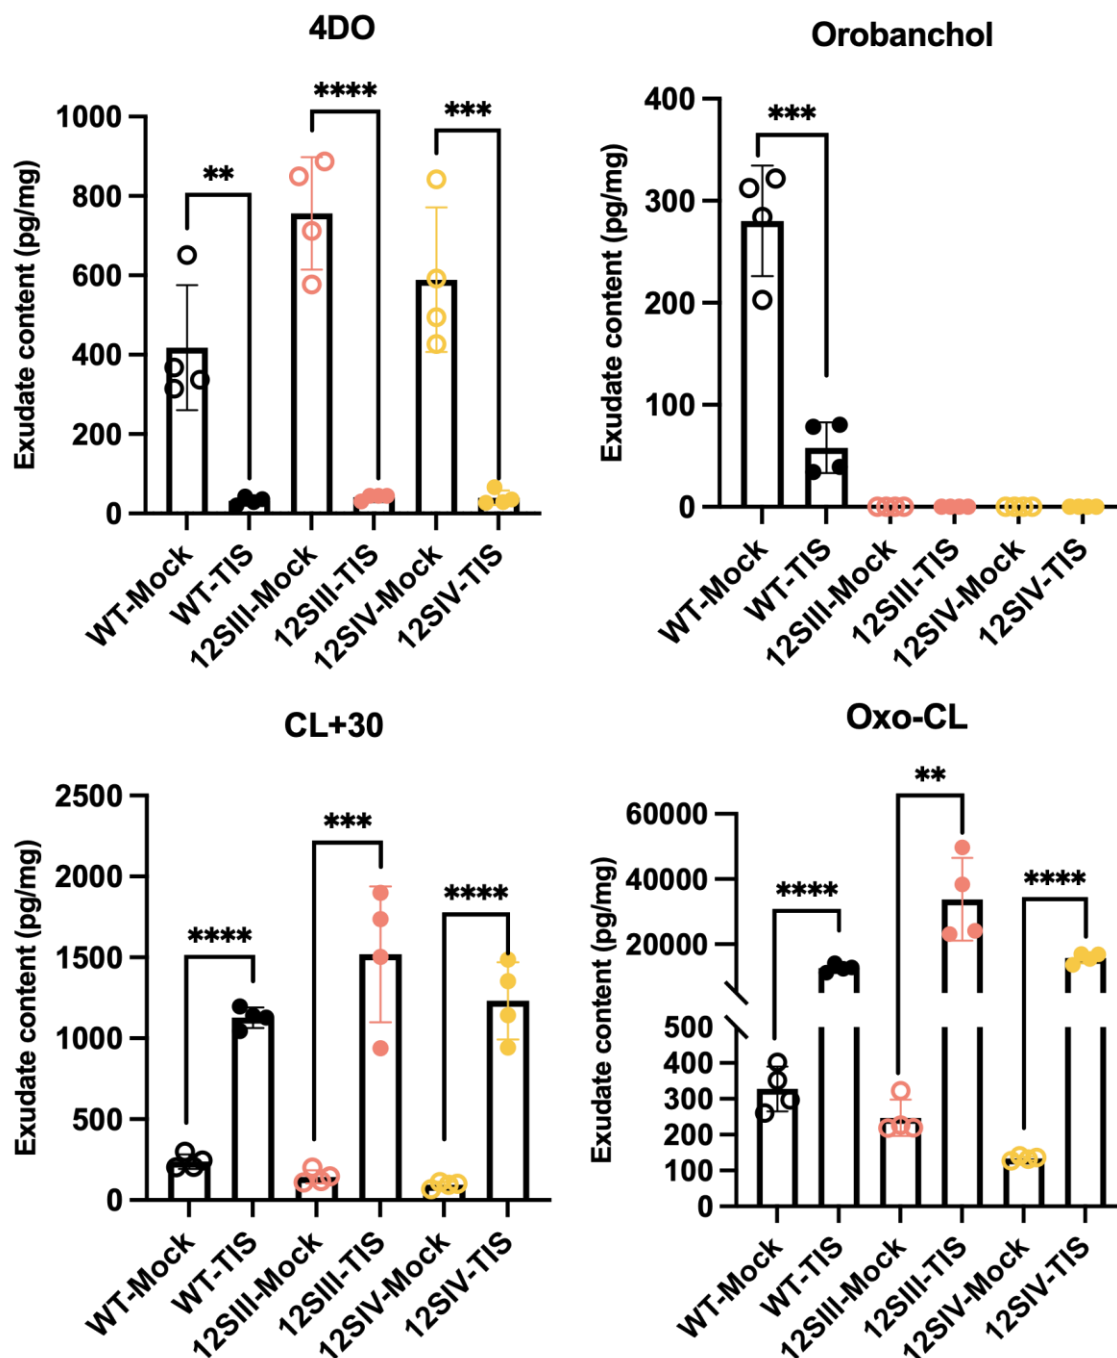

**Fig. S10. Effect of TIS08 treatment on the amount of different rice SLs in root exudates of WT and *Os1400*-KO rice mutants.** The data are presented as means of 4 biological replicates. Asterisks indicate statistically significant differences as compared to control (Mock) within each line by two tailed unpaired Student *t* test (\**P* < 0.05; \*\**P* < 0.01; \*\*\**P* < 0.001; \*\*\*\**P* < 0.0001). Abbreviations: WT, wild-type; TIS, TIS108; ns, non-significant.

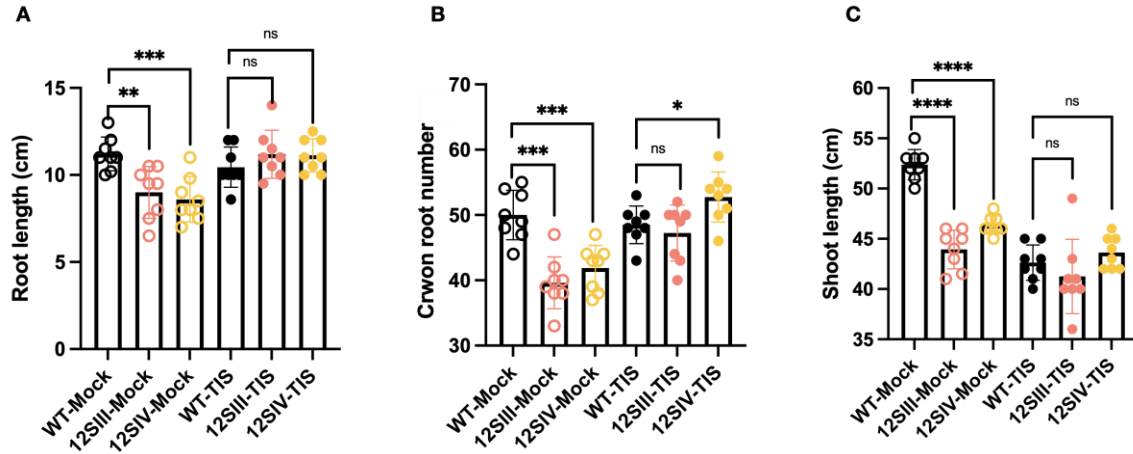

**Fig. S11. Effect of TIS108 treatment on rice growth under normal (+Pi) hydroponic condition.** (A) Root length, (B) number of crown roots, and (C) shoot length. The data are presented as means  $\pm$  SD of  $\geq 7$  biological replicates. Significant values determined by one-way ANOVA are shown with different letter ( $P < 0.05$ ) when compared to WT, and asterisks indicate statistically significant differences as compared to control by two tailed unpaired Student  $t$  test ( $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$ ,  $****P < 0.0001$ ). Abbreviations: WT, wild-type; TIS, TIS108; ns, non-significant.

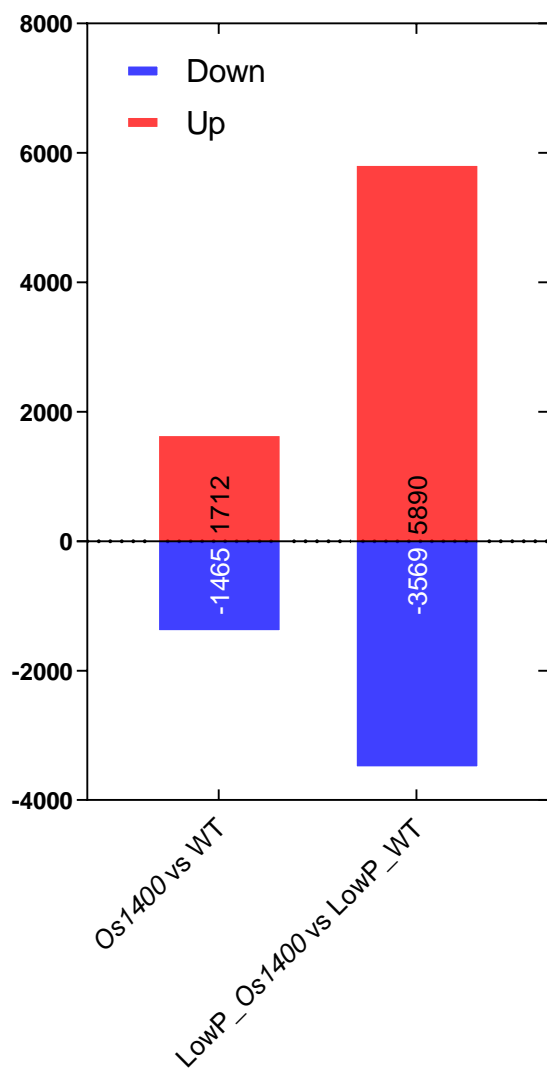

**Fig. S12. Differentially expressed genes (DEGs) under normal (+Pi) and phosphate deficient (low-Pi) conditions.** Numbers of the significantly expressed genes (FDR < 0.05). Up- and down-regulated genes are shown in red and blue bars, respectively. Abbreviations: WT, wild-type.

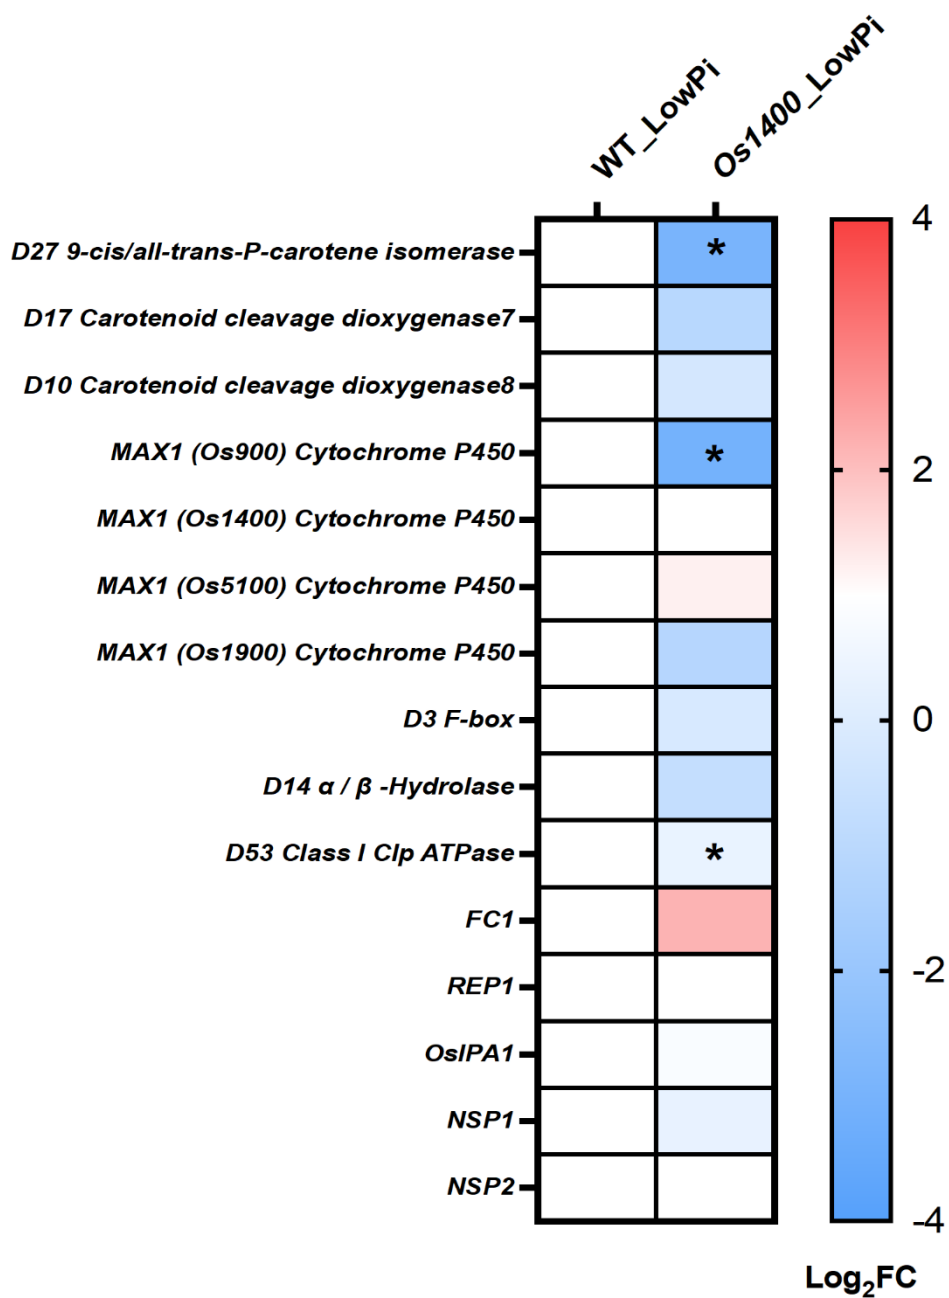

**Fig. S13. Differentially expressed genes (DEGs) related to SL biosynthesis and signaling.** Expression pattern is shown in log<sub>2</sub>FoldChange (Log<sub>2</sub>FC). Statistically significant differences are indicated by adjusted *P*-value (\**P* < 0.05).

## A Root content

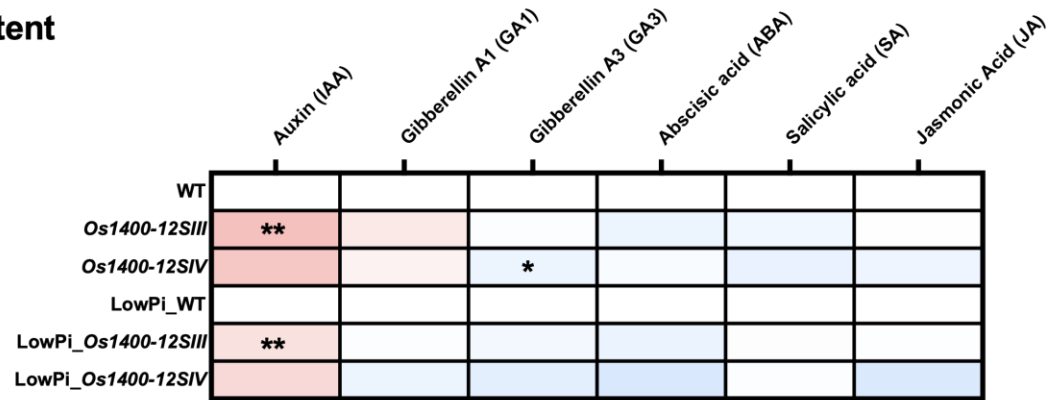

## B Shoot content

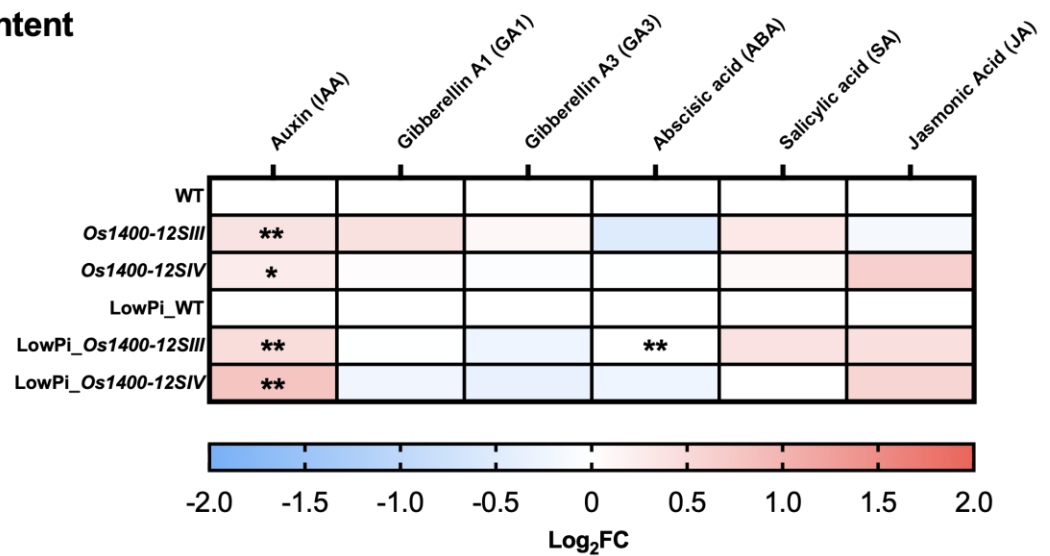

**Fig. S14. Hormone profile under normal (+Pi) and phosphate deficient (low-Pi) conditions.** Heatmap showing relative content of analyzed hormones in (A) roots and (B) shoot bases (root-shoot junction), in comparison to WT. For each hormone, the corresponding WT value was set to 1. Asterisks indicate statistically significant differences as compared to control by two tailed unpaired Student *t* test (\**P* < 0.05, \*\**P* < 0.01). Abbreviation: WT, wild-type.

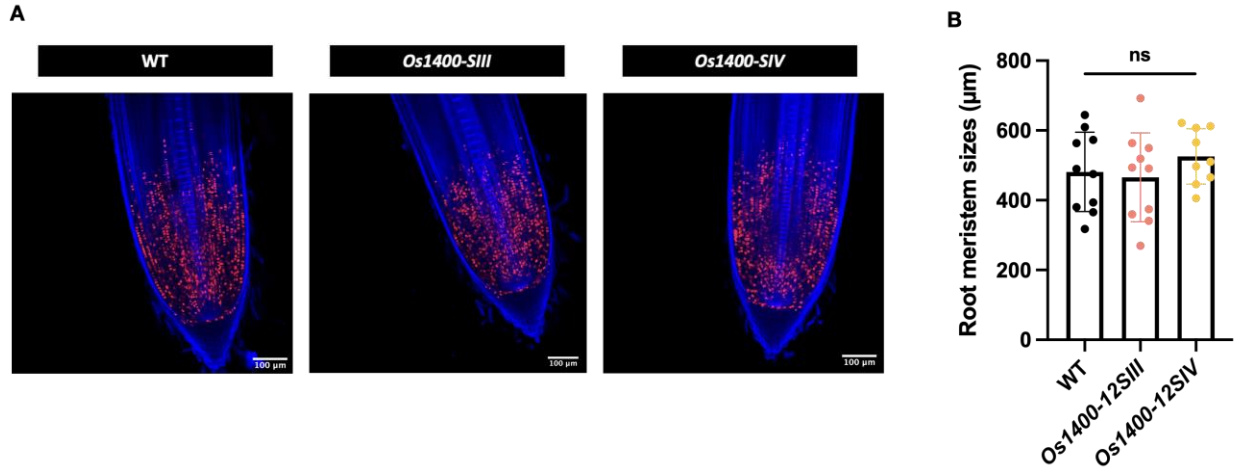

**Fig. S15. Characterization of root development of *Os1400*-KO lines at cellular level.** (A and B) Ethynyl deoxyuridine (EdU) staining for cell proliferation analysis. Confocal images of rice roots showing dividing cells as captured by EdU staining in Zeiss LSM 710 inverted confocal microscope. Root meristem length of 10-day-old rice seedlings of WT and *Os1400*-KO lines. Dividing EdU-stained nuclei are shown in red; cell walls counterstained with 0.1 % Calcofluor White M2R are shown in blue. Images were acquired using the tile scan function in the Zen software with automatized stitching. Regions of interest were divided into multiple tiles and imaged individually. The tiles were then combined via automatic stitching to create a large overview image. Images are representative of the total number ( $n \geq 9$ ) of seedlings that were studied. The data are all presented as means  $\pm$  SD of 6 biological replicates. Significant values determined by one-way ANOVA are shown with different letter ( $P < 0.05$ ) when compared to WT, and asterisks indicate statistically significant differences as compared to control by two tailed unpaired Student  $t$  test ( $*P < 0.05$ ,  $**P < 0.01$ ;  $***P < 0.001$ ;  $****P < 0.0001$ ). Scale bar, 100  $\mu\text{m}$ . Abbreviations: WT, wild-type; ns, non-significant.

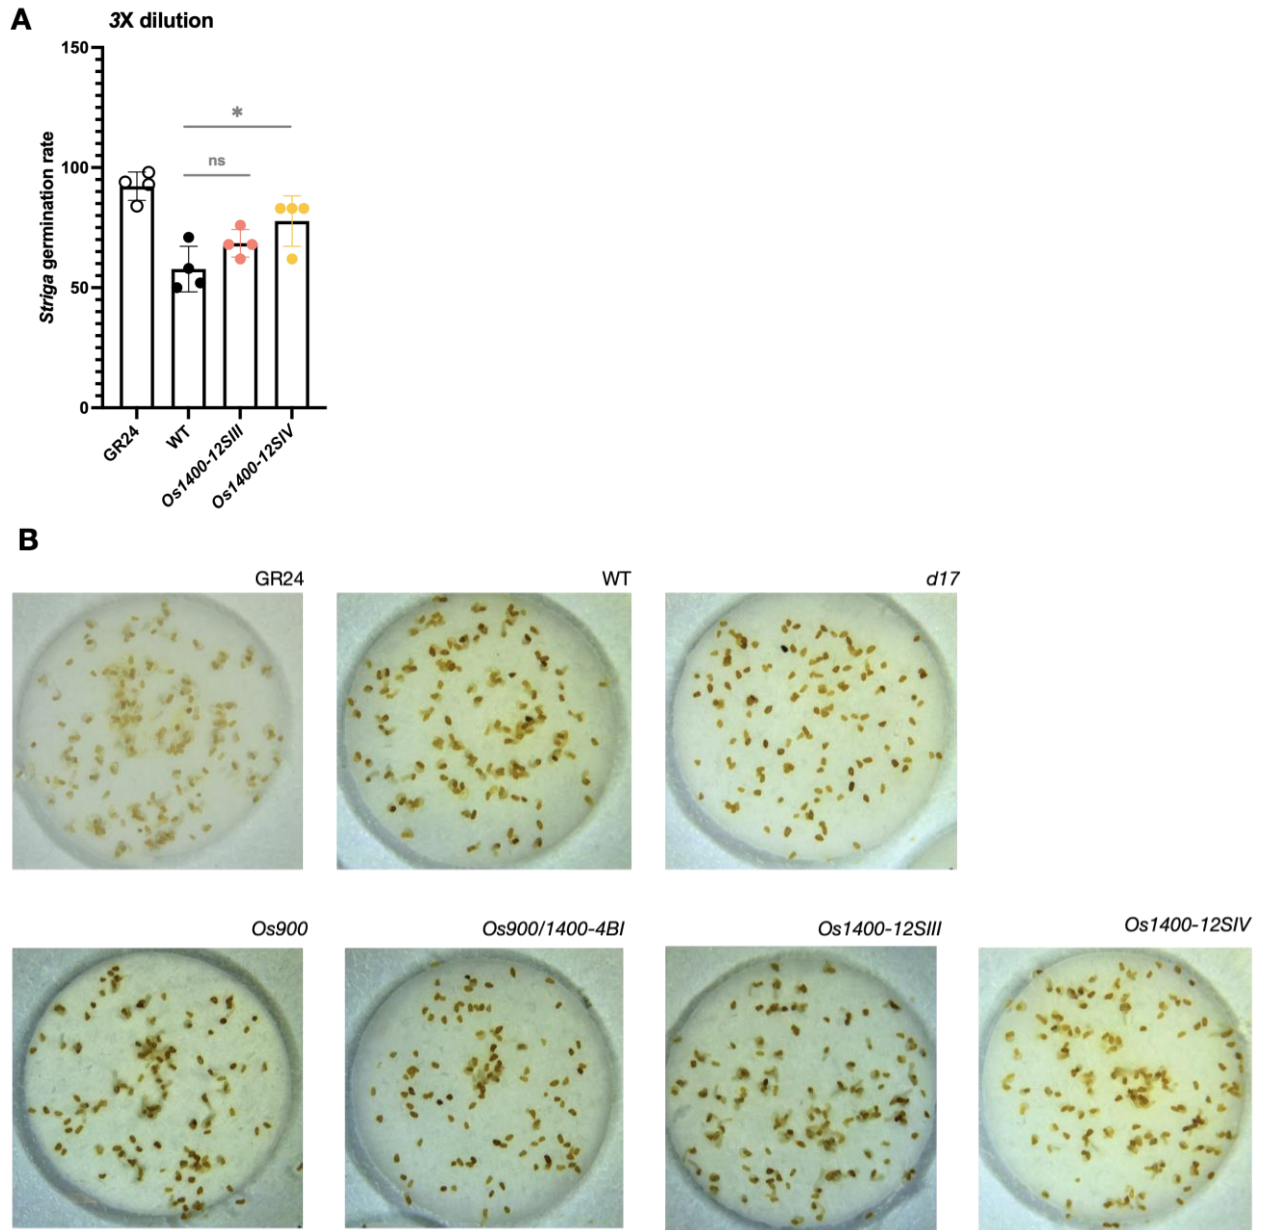

**Fig. S16. *Striga* seed germination assays.** (A) Seed Germination of *Striga hermonthica*, a root parasitic weed, upon treatment with 3X dilution and 1X dilution (B) of isolated root exudates. Significant values determined by two tailed unpaired Student *t* test (\* $P < 0.05$ , \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ; \*\*\*\* $P < 0.0001$ ). Abbreviations: WT, wild-type; ns, non-significant.

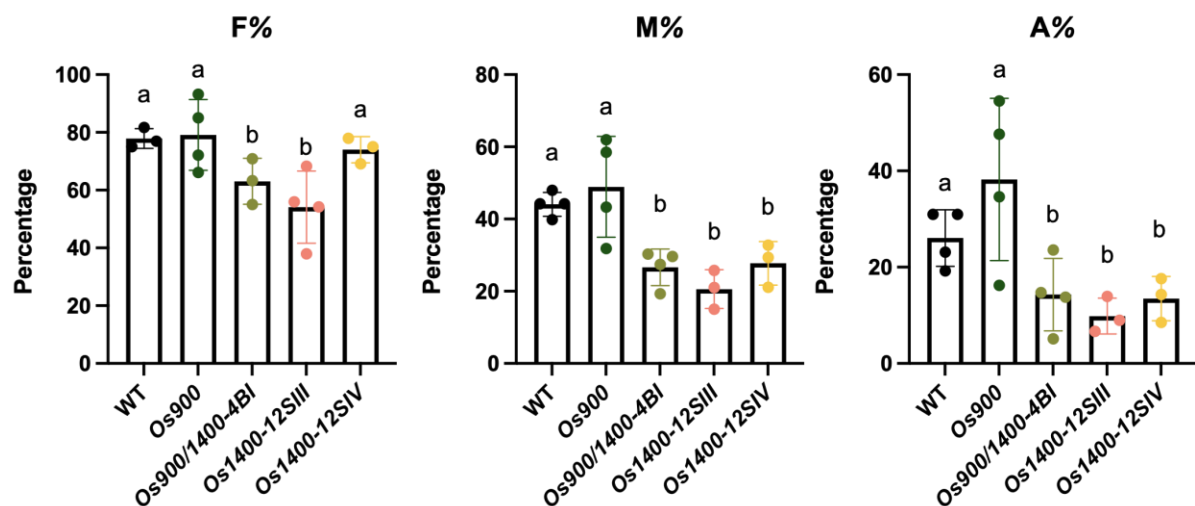

**Fig. S17. Evaluation of AM colonization in *Osmax1* mutant lines.** Mycorrhizal colonization of WT, *Os900/1400*-KO, and *Os1400*-KO lines by the AM fungus *Rhizophagus irregularis* at 40 dpi. Degree of colonization expressed as mycorrhizal frequency (F %), intensity (M %), and arbuscule abundance (A %) in the root system of WT and *Osmax1* lines. The data are presented as means  $\pm$  SD of 4 biological replicates for (A and B), and  $n \geq 3$  for (C). Significant values determined by one-way ANOVA are shown with different letter ( $P < 0.05$ ) when compared to WT. Abbreviations: WT, wild-type; dpi, days post inoculation.

**Table S1 (separate file)** DEGs under normal condition.

**Table S2 (separate file)** DEGs under low-Pi condition.

**Table S3 (separate file)** Primer sequences used in this study.

**Dataset S1 (separate file).** Rice transcriptome of *Os1400* mutants under normal and low-Pi conditions.

How the deposited data were processed for this re-analysis (not part of the article)

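Roots of 3-wk-old rice seedlings were sequenced, from WT (Nipponbare) and from the CRISPR/Cas9 line Os1400-12SIII, after 2 wk in hydroponic culture with 0.4 mM phosphate (+Pi) or 0.004 mM phosphate (low-Pi). Each of the 4 groups had 3 libraries, and each library was assigned to its genotype, Pi supply, and replicate number by the name of its column and the sample labels. The authors mapped the paired-end reads to rice transcripts with HISAT2 and deposited raw counts per gene in 1 table per Pi supply, together with the results of their own DESeq2 comparison of the genotypes. In that comparison, the authors' log2 fold changes are of Os1400 against WT, and the authors' p-values are given both unadjusted and adjusted. A further table holds FPKM values, in which the authors divided the fragments of each gene by its length and by the fragments of the library. The gene length in the tables is the authors' as well. The aligner's version, the counting tool, the genome build, and the annotation release are not named in the paper's text. The gene identifiers are those of RAP-DB, and 3951 and 3763 genes of the count tables are unannotated transcripts without such an identifier. A total of 28 columns of the tables, which hold further per-library values or group means, were not used, since they repeat the counts and FPKM in another form or are averages.

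The counts were analysed as deposited, without rounding or correction. Every row of the count tables names a gene, and no identifier is repeated. The main comparison of the genotypes used edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr at its default minimums (10 counts per gene in enough libraries and 15 in total), and the quasi-likelihood test (glmQLFit and glmQLFTest) on the 6 libraries of 1 Pi supply. P-values were adjusted by the Benjamini-Hochberg method, and an FDR of 0.05 or less made a call, as in the study. The same test compared WT at low-Pi with WT at +Pi, on the genes with a row in both count tables, and an interaction term over all 12 libraries tested whether the genotype effect differed between the Pi supplies. Standard errors of log2 fold changes were derived from the fold change and the statistic of the test. CPM, the counts scaled to the library size, were computed with the TMM factors and are given as the mean and SD of 3 libraries.

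The genes named in the text were chosen by a rule. They are the 5 MAX1 homologs, every gene of Fig. 3B and Fig. S13 that the tables hold, the 3 annotated genes with the smallest p in each direction of each comparison of genotypes, and, for the low-Pi against +Pi comparison in WT, the genes of Fig. S13 and those with an SPX domain in their description. The genes of Fig. 3B and Fig. S13 that are not described singly enter the counts and ranges of their lists. The genes of Fig. 3B were matched by the identifiers in the figure. Those of Fig. S13 were matched by the identifiers in the paper where it gives them and otherwise by the name columns of the authors' tables. Gene families were taken by the protein domain in the authors' descriptions (GH3, membrane transport protein for PIN and PIN-like carriers, and AUX/IAA without auxin response factors), so that no member was picked for its result. They were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01 and, as alternatives, with fry and with an estimated correlation. A gene was counted as silent in a genotype when each of its 3 libraries had at most 3 counts while each library of the other genotype had at least 30. Fold changes against a group with at most 3 counts in each library are given as limits, computed against 3 counts.

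The total counts of 28271749 to 41078078 per library mean that 3 counts correspond to about 0.1 CPM, and this limit covers counting error only. The libraries carry no molecular identifiers, so counts are not numbers of independent molecules. In the low-Pi WT libraries, between 17711 and 22077 genes had a count, which limits what can be said of genes with few counts in them. Replicates were compared pairwise with a chi-square test of their counts. The chi-square per gene was between 18.2 and 312 in all pairs, far above sampling noise, so no library was treated as a copy of another.

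Each test was first tested on simulated data. For 27777 genes at +Pi and 25426 genes at low-Pi, counts were drawn from the means and library sizes of the real libraries, with 200 genes changed by a log2 fold change of 2. The means were pooled over both genotypes, and all genes had the same fixed dispersion. The changed genes were taken only from those with many counts. The 3 tests (edgeR, DESeq2, and limma) each recovered 100% of the changed genes in both comparisons, with between 6 and 25 unchanged genes called. These settings made recovery easy and left out the missing genes and the spread of the low-Pi WT libraries. The simulation therefore checks that the tests ran properly, not how they perform on those libraries.

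The alternatives were DESeq2 1.42.0, upper-quartile normalization, no filter on low counts, a minimum of 10 counts in every library, all 12 libraries in 1 fit, the replicate number as a block, each library left out in turn, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), an unadjusted p of 0.05, a log2 fold change of at least 1 in size, and annotated genes only. For silent genes they were 0 counts in place of at most 3, and at least 100 counts in place of 30. A fold change on the log2(FPKM + 1) scale understates the change of weakly expressed genes. DESeq2 at an unadjusted p of 0.05 was added after the results were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Dataset S1 and Tables S1 and S2 of the paper were held only in part and were not used here. The phenotypes, hormone and SL contents, Striga germination, and mycorrhization were measured in other experiments and were not analysed here.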

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

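The tests that set the 4DO level or the low-Pi WT libraries against the silent genes were chosen only after the result was seen, whereas those of other groupings, of the Pi supply, and of positions on the chromosomes were written down beforehand.

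The effect of the Os1400 mutation differed between the Pi supplies in 3838 of 28691 genes by edgeR's interaction test with Benjamini-Hochberg adjustment, and 3028 of them (78.9%) had a more positive effect at low-Pi. The paper does not report this test. Among 100 groupings that exchanged the genotypes within each Pi supply, 6 gave as many genes, the real one included. These 6 were among the 7 groupings that kept the genotypes apart at low-Pi. The 93 groupings that mixed the low-Pi genotypes gave 0 genes, with 259 to 2120 genes at an unadjusted p of 0.05 or less against 7797 in the real grouping. The number of genes therefore rests on the low-Pi libraries, and exchanging the +Pi genotypes left it as large in 5 of the 6 groupings that did so. It was between 2619 and 6658 over the 12 fits that each left out a library, with 6658 genes without WT low-Pi replicate 2 and 6552 without replicate 3. Among the 15280 genes with at least 10 counts in every library, 2252 genes were called, and 47.7% of them were more positive at low-Pi. With upper-quartile normalization the share was 68.5% and with DESeq2 67.0%. A candidate explanation for the excess of positive differences is that the low-Pi WT libraries detected few genes, which is examined among the other observations. A genotype effect that depends on the Pi supply remains open.

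For 2 AUX/IAA genes of Fig. 3B, the genotype effect had opposite signs at the Pi supplies, and the test of the difference passed the FDR. The difference was 1.43 on the log2 scale for Os01g0675700 (SE 0.28, adjusted p = 0.00678 from edgeR with Benjamini-Hochberg adjustment) and 1.09 for Os03g0742900 (SE 0.23, adjusted p = 0.0104). In CPM, all 3 Os1400 libraries lay below the WT libraries at +Pi and above them at low-Pi for both genes. Chance gives a gene a complete separation, in either direction, in 10% of cases at each Pi supply. With each of the 12 libraries left out, the differences stayed between 1.27 and 1.66 and between 0.95 and 1.26, and both passed the FDR in every fit. The lowest count in a low-Pi WT library was 875 for Os01g0675700 and 5404 for Os03g0742900, and neither gene was at 0 in any of these libraries. A shift of all genes would move both, and upper-quartile normalization moved the median difference over all genes by -0.18, which is smaller than either value. No technical explanation specific to these 2 genes was tested, and a response of AUX/IAA genes to genotype that depends on the Pi supply remains open.

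D27 (Os11g0587000) had a log2 fold change of 0.65 at +Pi (SE 0.46, adjusted p = 0.736 from edgeR with Benjamini-Hochberg adjustment), with overlapping counts in the genotypes. It was lower in all 3 Os1400 libraries at low-Pi, with a difference between the effects of -3.52 on the log2 scale (SE 0.93, adjusted p = 0.0279 from edgeR with Benjamini-Hochberg adjustment). WT low-Pi replicate 3, with 3836 counts, lay far above replicates 1 and 2, with 1293 and 529. Without it the difference was -2.27. Over the 12 fits that each left out a library, the difference lay between -4.08 and -2.27 with an adjusted p from 0.00363 to 0.0767, and it passed the FDR in 5 of them. The call was lost without WT +Pi replicate 1 (adjusted p = 0.0767 from edgeR with Benjamini-Hochberg adjustment) or 2 (0.0725), Os1400 +Pi replicate 1 (0.0589) or 2 (0.0672), and each Os1400 low-Pi library (0.0552, 0.0684, and 0.0732). The direction was thus shared by all fits and the call was not. The low-Pi induction of D27 in WT and its difference between the genotypes are measured against the same WT libraries and are not independent of each other.

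At +Pi, 44 genes had at most 3 counts in each WT library and at least 30 in each Os1400 library, and 1 gene had the reverse (Os09g0521300, listed as TCP transcription factor 25, named after its values were seen, with a mean of 43.7 counts in WT and 0 in Os1400). The paper does not discuss these genes. The 44 genes, 13 of them unannotated transcripts, lie on 12 chromosomes. The most abundant, Os07g0115200, had a mean of 15921 counts in Os1400. Both genotypes had the same Pi supply here, so a response to Pi alone could not give the pattern. Whether it was confined to +Pi was examined in the low-Pi libraries. Of the 43 genes listed at low-Pi, 26 were expressed in every Os1400 low-Pi library, and 25 of these were also silent in all low-Pi WT libraries, 0 being silent in Os1400. Among 10000 draws of genes matched on their level in Os1400, the median overlap was 3 and the highest 11 (permutation p = 0.0001, the smallest that the draws can give). For 25 of the 43 genes the pattern was thus also present at low-Pi. Its possible explanations cannot be told apart. The plants could differ in a chromosome segment or in the stock from which they were raised, in which case the genes might lie close together. The answer differed with the genes taken. All 44 genes had a median distance to the nearest other one of 1427990 bp, against 2862541 bp for random draws of expressed genes, and were thus closer together (permutation p = 0.0162). The 31 annotated genes among them had 3802647 bp against 4228750 bp (permutation p = 0.39). Neighboring unannotated transcripts can be pieces of a single gene, which keeps this explanation open. The genes could also respond to accumulated 4DO. The number of genes silent in either genotype, 45, was between 59 and 74 with each library left out, and 74 without WT +Pi replicate 3. Since 1 line was sequenced, with 3 libraries per Pi supply, the line and its 4DO level go together, and plants of other Os1400 lines or WT plants given 4DO would be needed.

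At low-Pi, the same criterion gave 1062 genes silent in WT and expressed in Os1400, 137 of them unannotated, and 2 genes with the reverse (Os01g0627600 and Os08g0156100, named after their values were seen). Counted over both genotypes, the 1064 genes became 1209 to 2055 when each library was left out, with 1715 without WT low-Pi replicate 2 and 2055 without replicate 3. A candidate explanation is that the low-Pi WT libraries were made from few starting molecules. When the WT +Pi libraries were reduced in simulation until they detected as few genes as the low-Pi WT libraries, a median of 919.5 genes (871 to 953 over 10 simulations) became silent in WT against the Os1400 +Pi libraries, compared with 44 before the reduction. The simulated number is near the one at low-Pi, which is consistent with this explanation. The 25 genes that were silent in WT at both Pi supplies would not need it.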

How the results depend on the processing

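The alternatives and the tests on other groupings were set before the data were examined, and the count of DESeq2 calls at an unadjusted p of 0.05 or less was chosen only after the result was seen. It gave 1712 genes up and 1465 down at +Pi, and 5890 up and 3569 down at low-Pi. Counting each gene once per alternative, the single genes named kept their direction and their side of the threshold in 430 cases, lost a call in 70, gained one in 27, and changed direction in 0. Counted the same way, the numbers of calls and the families kept theirs in 170 cases, and numbers moved by over 1.5 times in 80. The medians of 4 family comparisons changed sign in 14 cases, the AUX/IAA family at low-Pi gained a call under 3 alternatives, and the AUX/IAA family at +Pi lost its call under 1. Where no reason is given, the cause was not tested.

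At +Pi, 150 genes were up and 116 down. DESeq2 gave 356 up and 292 down, and its 648 calls included 261 of the 266. Without a filter on low counts, 253 were up and 216 down, all 266 included. The fit of all 12 libraries gave 27 up and 6 down. At an unadjusted p of 0.05 or less there were 1456 up and 1341 down, limma on log2(FPKM + 0.1) gave 62 down, and a log2 fold change of at least 1 in size left 69 down. Leaving out each library gave 79 to 136 up and 54 to 118 down, with the lowest of 79 up without Os1400 +Pi replicate 2, 54 down without WT +Pi replicate 1 or Os1400 +Pi replicate 2, and 55 down without WT +Pi replicate 3.

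At low-Pi, 3165 genes were up and 1136 down. Without a filter, 717 were up and 557 down. Requiring at least 10 counts in every library gave 1073 up among 15477 genes tested, fewer genes being tested. All 12 libraries in a single fit gave 5430 up and 2388 down, DESeq2 gave 2583 down, and an unadjusted p of 0.05 or less gave 2492 down. Leaving out each library gave 0 to 5721 up and 0 to 1580 down. The 0 came without Os1400 low-Pi replicate 1 or replicate 3, where 5515 and 5622 genes had an unadjusted p of 0.05 or less. Without Os1400 low-Pi replicate 2, 1729 were up and 376 down, and without WT low-Pi replicates 2 and 3, 5224 and 5721 were up. The share of calls that were up was 73.6%, 67.6% with upper-quartile normalization, 62.6% with DESeq2, 56.3% without a filter, and 42.0% with at least 10 counts in every library.

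In WT, low-Pi against +Pi gave 2128 genes up and 3834 down. DESeq2 gave 3399 up, and at least 10 counts in every library gave 2215 down, with 55.5% of calls up against 35.7%. Leaving out each library gave 657 to 2595 up and 1126 to 6448 down, with 657 up and 1188 down without WT +Pi replicate 1, 1134 and 2436 without replicate 2, 704 and 1126 without replicate 3, and 6448 down without WT low-Pi replicate 3. The interaction called 3838 genes, 2252 with at least 10 counts in every library, and 2619 to 6658 with each library left out. Upper-quartile normalization moved the median log2 fold change of all genes by -0.11 for the genotypes at low-Pi, by 0.15 for the Pi supplies in WT, and by -0.18 for the interaction.

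Of the SL genes, 0 were called at +Pi with adjustment over all genes in every setting, the fits that left out a library included (0 to 0), although 1 passed when adjusted over the list alone without WT +Pi replicate 1. At +Pi, 1 had an unadjusted p of 0.05 or less. At low-Pi, 1 was called by edgeR, 3 by DESeq2, 2 with upper-quartile normalization, 2 with at least 10 counts in every library, 2 in the fit of all 12 libraries, 2 at an unadjusted p of 0.05 or less, and 0 without a filter, where 2 had an unadjusted p of 0.05 or less. Leaving out each library gave 0 to 3 calls, with 0 without any one of the Os1400 low-Pi libraries, where 2 had an unadjusted p of 0.05 or less in each fit, 2 without WT low-Pi replicate 2, and 3 without replicate 3. Of the auxin genes at +Pi, 0 were called by edgeR, 4 by DESeq2, 1 without a filter, and 8 at an unadjusted p of 0.05 or less. With each library left out the count was 0 to 0, with 8 to 10 genes at an unadjusted p of 0.05 or less. At low-Pi, 5 were called by edgeR, 11 by DESeq2, 1 without a filter, 8 in the fit of all 12 libraries, 3 with limma on log2(FPKM + 1), and 8 at an unadjusted p of 0.05 or less. Leaving out each library gave 0 to 6, with 0 without Os1400 low-Pi replicate 1 or replicate 3 (8 at an unadjusted p of 0.05 or less in both) and 2 without replicate 2.

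The median log2 fold change of the GH3 family at +Pi was -0.10, 0.054 with at least 10 counts in every library, and -0.16 to 0.14 with each library left out, being above 0 without WT +Pi replicate 1 (0.04) or 3 (0.12) or Os1400 +Pi replicate 1 (0.14). That of the PIN family at +Pi was -0.03, 0.034 without a filter, 0.00098 with at least 10 counts in every library, 0.016 in the fit of all 12 libraries, and -0.18 to 0.12 with each library left out, being above 0 without WT +Pi replicate 2 (0.0026) or 3 (0.10) or Os1400 +Pi replicate 2 or 3 (0.12 for both). The AUX/IAA family at +Pi had -0.18 and lost its call under the estimated correlation (-0.18, p = 0.0532 from camera), with -0.18 to -0.12 over the fits that left out a library. At low-Pi, GH3 had -0.58, 0.11 without a filter, and -0.70 to 0.019 with each library left out, the 0.019 coming without Os1400 low-Pi replicate 2. PIN had 0.57, -0.64 with at least 10 counts in every library, and 0.02 to 1.19 with each library left out, 0.02 without Os1400 low-Pi replicate 3 and 1.19 without WT low-Pi replicate 2. AUX/IAA had 0.21 (p = 0.155 from camera, reached by 3 of the 10 divisions of the libraries in exact enumeration), passed the threshold with at least 10 counts in every library (0.11, p = 0.0189), in the fit of all 12 libraries (0.22, p = 0.0488), and under fry (0.21, p = 0.00113), and had 0.17 to 0.74 with each library left out. The genes silent in either genotype numbered 45 at +Pi and 20 when at least 100 counts were required in the other, and 59 to 74 with each library left out. At low-Pi they numbered 1064, 280, and 1209 to 2055.

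The replicate numbers were also entered as a block. The deviations of libraries with the same number had correlations of -0.03 to 0.03 at +Pi, 0.00076 to 0.23 at low-Pi, and -0.0021 to 0.04 for the Pi supplies in WT, so the numbers do not pair the libraries. The block gave 399 genes up and 646 down at low-Pi, with 38.2% of calls up, and 1070 up and 873 down for the Pi supplies in WT, with 55.1% up. Of the SL genes at low-Pi it called 0, with 2 at an unadjusted p of 0.05 or less, and of the auxin genes 1 at +Pi and 2 at low-Pi, neither of them among the 5 that edgeR called without the block.

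Depth limits genes with few counts. Total counts lay between 28271749 and 41078078 in all 12 libraries, and the low-Pi WT libraries had a count for 17711 to 22077 genes only, so that a gene at 0 in them cannot be taken as absent from the roots.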

Differences from the paper's values

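The count of DESeq2 calls at an unadjusted p of 0.05 or less was chosen only after the result was seen, and all other alternatives were set before the data were examined.

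The paper reports 1712 genes up-regulated and 1465 down-regulated in Os1400 at +Pi, and edgeR's quasi-likelihood test at an FDR of 0.05 gave 150 and 116. Of the alternatives set before the data were examined, an unadjusted p of 0.05 or less came within 1.5 times of the paper's numbers, with 1456 up and 1341 down, and no other did. At low-Pi, the paper reports 5890 up and 3569 down, against 3165 and 1136. For the genes up, DESeq2 (4331), the fit of all 12 libraries (5430), an unadjusted p of 0.05 or less (4416), and the fits without WT low-Pi replicate 1 (4012), 2 (5224), or 3 (5721) came within 1.5 times of the paper's number. For the genes down, DESeq2 (2583), the fit of all 12 libraries (2388), and an unadjusted p of 0.05 or less (2492) did. The other alternatives set before the data were examined did not. DESeq2 at an unadjusted p of 0.05 or less, chosen after seeing the values, gave the paper's 1712, 1465, 5890, and 3569. The authors' deposited table has the same 4 numbers at its unadjusted p, and 356, 292, 4331, and 2583 at its adjusted p.

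The paper describes SL biosynthesis and signaling genes as generally lower in Os1400 at low-Pi. Of the genes of Fig. S13 tested, 7 lay below 0 and 5 above, and edgeR called 1, Os900. The signs of OsMAX1b and NSP2 (above 0) and of OsMAX1D (below 0) are uncertain, since each was at 0 counts in 1 WT library. D27, which Fig. S13 marks as changed, had an adjusted p above 0.05 by edgeR and passed with DESeq2 (adjusted p = 0.00128 with Benjamini-Hochberg adjustment), upper-quartile normalization (0.042), and all 12 libraries in 1 fit (0.00865). D53, also marked, was higher in Os1400, with a log2 fold change of 0.34 under DESeq2 (adjusted p = 0.0363), the only setting on all libraries that called it.

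The paper states that many auxin genes were lower in Os1400 at both Pi supplies. At +Pi, edgeR called 0 of them, with 8 at an unadjusted p of 0.05 or less, and 7 passed when adjusted over the list alone (1 without WT +Pi replicate 3 or Os1400 +Pi replicate 2, and 2 without Os1400 +Pi replicate 1). DESeq2 called 4 (Os01g0675700, Os01g0919800, Os03g0742900, and Os05g0203912), which Fig. 3B marks, edgeR without a filter on low counts called 1, and edgeR with the replicate block called Os01g0919800. At low-Pi, edgeR called 3 higher (Os01g0675700, Os01g0715600, and Os07g0576550) and 2 lower (Os01g0856500 and Os01g0919800). Fig. 3B marks 5 further genes. DESeq2 called each of them, with adjusted p of 0.00452 for Os01g0764800, 0.0109 for Os03g0244600, 0.0355 for Os06g0499500, 0.00784 for Os10g0147400, and 0.0277 for Os12g0601300 (Benjamini-Hochberg adjustment). The fit of all 12 libraries called Os01g0764800 (0.0142), Os03g0244600 (0.0316), and Os10g0147400 (0.00997), and the replicate block called Os01g0764800 (0.0479) and Os10g0147400 (0.0413). Os03g0742900 bears no mark at low-Pi in Fig. 3B, and DESeq2 called it higher in Os1400 (adjusted p = 0.00797).

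The paper names GH3 and PIN genes among those lower in Os1400. The family medians were -0.10 for GH3 and -0.03 for PIN at +Pi (p = 0.259 and 0.635 from limma's camera), and -0.58 and 0.57 at low-Pi (p = 0.488 and 0.594), and exact enumeration of the 10 divisions of the libraries gave p as small in 5, 6, 10, and 7 of them. PIN8 (Os01g0715600) had 34, 11, and 16 counts in Os1400 at low-Pi against 0 in each WT library. It was 1 of 7447 genes at 0 in all 3 of these WT libraries, so a lower level in WT roots is not shown.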

Other observations

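All tests of the low-Pi WT libraries were chosen only after the result was seen. The counts over other groupings of the libraries and the test of single libraries were written down beforehand.

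The 6 libraries of each comparison can be divided into 2 groups of 3 in 10 ways, so no comparison can have a share under 10%. For the genotypes at +Pi, the genotypes at low-Pi, and the Pi supplies in WT, the real division was in each case the 1 of 10 with as many DEGs. The other 9 divisions gave 0 calls by edgeR. At an unadjusted p of 0.05 or less they gave 686 to 1442 genes at +Pi against 2797, 29 to 862 genes at low-Pi against 6908, and 56 to 324 genes for the Pi supplies against 8352. For the SL and the auxin lists at +Pi, all 10 divisions gave as many calls, since the real one gave 0, with 1 and 8 genes at an unadjusted p of 0.05 or less. At low-Pi, 1 of 10 divisions gave as many calls for the SL list and 1 of 10 for the auxin list. A camera p as small as the real one came from 5 of 10 divisions for the GH3 family, 6 of 10 for the PIN family, and 1 of 10 for the AUX/IAA family at +Pi. At low-Pi it came from 10 of 10 for GH3, 7 of 10 for PIN, and 3 of 10 for AUX/IAA.

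The larger number of DEGs at low-Pi than at +Pi could come from a single deviating library. Under DESeq2, the lowest number over the 6 fits that each left out a low-Pi library was 3144, still above the 648 calls at +Pi, which argues against this. Between 414 and 682 genes were called at +Pi when each library was left out. Under edgeR, in contrast, the fits without Os1400 low-Pi replicate 1 or replicate 3 called 0 genes, with 5515 and 5622 genes at an unadjusted p of 0.05 or less. The 4301 genes called from all 6 libraries had the same direction in each of these fits. This says little about stability, since the genes were chosen from the same libraries that were refitted. The fold changes of the 4301 genes had a median ratio to those from all 6 libraries between 0.993 and 1.01, which does not show how far single genes moved. Os900, for example, went from -3.05 to -2.17 on the log2 scale without WT low-Pi replicate 3 and to -3.48 without Os1400 low-Pi replicate 1.

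The low-Pi WT libraries detected 17711 to 22077 genes, whereas the other 9 libraries detected 27191 to 30375. If these genes were shut down in WT roots at low-Pi, the same genes would be at 0 in all 3 libraries. However, 8170 genes had 0 counts in at least 1 low-Pi WT library and 30 or more in another, compared with 1417 genes in WT +Pi, 956 in Os1400 +Pi, and 435 in Os1400 low-Pi, which argues against shutdown as the whole cause. The pattern that shutdown predicts was present too, since 7447 genes were at 0 in all 3 low-Pi WT libraries, compared with 2020 in WT +Pi, 954 in Os1400 +Pi, and 196 in Os1400 low-Pi. WT +Pi libraries reduced to few molecules, as described in the next paragraph, had a median of 8274 genes at 0 in all 3 (8187 to 8383). Few molecules give as many such genes, so whether part of the 7447 genes were shut down cannot be told apart with these libraries. Lower sequencing depth is argued against as well. The Os1400 low-Pi libraries still detected at least 28065 genes when thinned to the lowest low-Pi WT total. A few genes taking most of the counts would have the same consequence as lower depth, and thinning to the counts outside the 100 most abundant genes of WT left at least 28057 genes. Gene length had little part, since the percentage of 0 counts in WT lay between 40.6% and 44.6% over 5 classes of gene length. What fits the libraries is a hypothesis of few starting molecules, copied many times. It predicts that genes drop out in some replicates only, and that almost no gene has a low nonzero count. At most 238 genes had 1 to 9 counts in a low-Pi WT library, against at least 595 in any other library. Whether little RNA entered these libraries for a technical reason or because of the low-Pi WT roots themselves was not tested, and the files hold no record of RNA amounts or library batches.

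The consequences for the low-Pi comparison of genotypes were examined by reducing the WT +Pi libraries to 154075, 315881, and 481864 molecules, which gave them as many detected genes as the low-Pi WT libraries, and comparing them with the unchanged Os1400 +Pi libraries in 10 simulations. A median of 2058.5 genes were then called higher in Os1400, against 150 before, and 3165 at low-Pi. Few starting molecules could therefore account for much of the genes up at low-Pi. How many of the 3165 would be left without it cannot be told apart with these libraries, since all low-Pi WT libraries are affected. The genes down are different. The simulations called a median of 43.5 genes lower (32 to 48), far below the 1136 genes down at low-Pi, so that few molecules as simulated do not account for them. The simulations started from +Pi libraries and gave 0 genes with 1 to 9 counts, against 217 to 238 in the low-Pi WT libraries. They thus reproduce these libraries only in part, and a share of few molecules in the genes down is not excluded. With DESeq2, the simulations called 3343 to 3526 genes higher and 507 to 597 lower, against 4331 and 2583 at low-Pi. The excess of genes up over genes down may have the same origin. Among the genes with a mean of at least 1000 counts, 652 were up and 854 were down at low-Pi, so that 43.3% were up, compared with 99.9% among the genes with a mean under 100 counts and 29.2% among those with at least 3000.

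The calls at +Pi and low-Pi overlapped. Of 256 and 4118 calls among the 24847 genes tested at both, 100 were shared, compared with 42.4 expected by chance, and 97 of these had the same direction, 55 higher and 42 lower in Os1400. The 2 comparisons have no library in common, so a shared control does not produce this overlap. A difference between the line and the WT stock that is unrelated to 4DO would give the same pattern, as described for the silent genes.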
